# Characterization of Chromatin Accessibility and Gene Expression upon Cold Stress Reveals that the RAV1 Transcription Factor Functions in Cold Response in *Vitis Amurensis*

**DOI:** 10.1093/pcp/pcab115

**Published:** 2021-07-19

**Authors:** Chong Ren, Huayang Li, Zemin Wang, Zhanwu Dai, Fatma Lecourieux, Yangfu Kuang, Haiping Xin, Shaohua Li, Zhenchang Liang

**Keywords:** ATAC-seq, Cold response, RAV1, RNA-seq, Transcription factor, *Vitis amurensis*

## Abstract

Cold tolerance is regulated by a variety of transcription factors (TFs) and their target genes. Except for the well-characterized C-repeat binding factors (CBFs)-dependent transcriptional cascade, the mechanisms of cold tolerance mediated by other transcriptional regulatory networks are still largely unknown. Here, we used the assay for transposase-accessible chromatin with sequencing (ATAC-seq) and RNA-seq to identify cold responsive TFs in *Vitis amurensis*, a grape species with high cold hardiness. Nine TFs, including CBF4, RAV1 and ERF104, were identified after cold treatment. Weighted gene co-expression network analysis (WGCNA) and gene ontology (GO) analysis revealed that these TFs may regulate cold response through different pathways. As a prime candidate TF, overexpression of *VaRAV1* in grape cells improved its cold tolerance. The transgenic cells exhibited low electrolyte leakage and malondialdehyde content and high peroxidase activity. Moreover, the TF gene *TCP8* and a gene involving in homogalacturonan biosynthesis were found to be regulated by VaRAV1, suggesting that the contribution of VaRAV1 to cold tolerance may be achieved by enhancing the stability of cell membrane and regulating the expression of target genes involved in plant cell wall composition. Our work provides novel insights into plant response to cold stress and demonstrates the utility of ATAC-seq and RNA-seq for the rapid identification of TFs in response to cold stress in grapevine. VaRAV1 may play an important role in adaption to cold stress.

## Introduction

Environmental conditions have a significant effect on plant growth, development and ecological distribution. As one of the most severe environmental factors, low temperature adversely attenuates the normal functions of plant physiological processes and, sometimes, may cause permanent injuries or death (Thomashow 1999, Puhakainen et al. 2004, Wisniewski et al. 2004). Most temperate plants can acquire freezing tolerance by a process called cold acclimation, during which plants are exposed to low but nonfreezing temperature (Chinnusamy et al. 2003). Cold acclimation involves multiple physiological and biochemical pathways (Thomashow 1999), and the tolerance to cold stress, including chilling (<10°C) and freezing (<0°C) stress, is regulated by a variety of genes (Kreps et al. 2002). In *Arabidopsis*, the cold-regulated genes have been estimated to account for 4% to 20% of the genome (Lee et al. 2005, Hannah et al. 2005).

The mechanism of cold tolerance in plants has been widely studied in the past two decades. A considerable number of *cold-responsive* (*COR*) genes and their corresponding regulatory networks have been identified in different plant species, especially in the model plant *Arabidopsis thaliana* (Lee et al. 2005). The C-repeat (CRT) binding factors (CBFs), which are also known as dehydration-responsive element binding factor 1 transcription factors (DREB1s), have been revealed to play crucial roles in cold response (Stockinger et al. 1997, Liu et al. 1998). CBF proteins induce the expression of *COR* genes by binding to the CRT elements on the promoters of *COR* genes under cold stress (Gilmour et al. 1998, Jia et al. 2016, Zhao et al. 2016). The *COR* genes involve processes in membrane transport, transcription, hormone metabolism and signaling, osmolyte biosynthesis, reactive oxygen species (ROS) detoxification and many other cellular protective processes (Chinnusamy et al. 2007), and their expression results in enhanced plant freezing tolerance. The expression of *CBFs* is regulated by several transcription factors (TFs). The Inducer of CBF expression 1 (ICE1) is considered as a chief regulator of *CBFs* in *Arabidopsis* (Chinnusamy et al. 2003). This MYC-type basic helix-loop-helix TF can bind to canonical MYC *cis*-elements on the promoters of *CBFs* and activate their expression (Chinnusamy et al. 2003, Ding et al. 2015). ICE1 is posttranslationally regulated by high expression of osmotically responsive gene 1 (HOS1), open stomata 1 (OST1) and SAP/MIZ (SIZ1; Dong et al. 2006, Miura et al. 2007, Ding et al. 2015). Recently, mitogen-activated protein kinase 3 (MPK3) and MPK6 were found to destabilize ICE1 through phosphorylation, which reduces the transcriptional activity of ICE1 (Li et al. 2017, Zhao et al. 2017). Additionally, previous reports also underlined the induction by cold stress of an abscisic acid (ABA)-dependent signal transduction cascade. For instance, exogenous ABA treatment could enhance a number of genes that respond to cold stress (Shinozaki et al. 2003).

As one of the most widely cultivated fruit crops, grape (*Vitis* L.) holds a worldwide economic importance. However, cold stress greatly restricts the geographic distribution of grapevine cultivars, hinders its growth and development and seriously decreases berry production and quality. Significantly, the currently dominate cultivars used for the production of wine are derived from *V. vinifera*, which is sensitive to low temperature in winter (Zhang and Dami 2012). In contrast, amur grape (*Vitisamurensis*), a Chinese wild-growing grape, is extremely cold tolerant. The prominent cold hardiness of *V. amurensis* makes it a valuable germplasm resource for grape cold-tolerant breeding. According to previous transcriptome studies, we found that ethylene and raffinose partially contribute to cold tolerance of *V. amurensis* by modulating the expression of *Ethylene Response Factor 057* (*VaERF057*), *VaERF092* and *AQUILO* (AcQUIred tolerance to LOw temperatures) genes, respectively (Sun et al. 2016, 2018, 2019). However, the molecular basis of the remarkable tolerance of *V. amurensis* to cold stress remains largely unknown.

Recently, a simple but sensitive assay for transposase-accessible chromatin with sequencing (ATAC-seq) was described (Buenrostro et al. 2013). ATAC-seq employs a hyperactive Tn5 transposase that cleaves genomic DNA and adds sequencing adapters simultaneously. The digested fragments deriving from open chromatin can be converted into a high-throughput sequencing library by polymerase chain reaction (PCR). Mapping the readout of sequencing library allows for identifying highly accessible chromatin regions and putative TF-binding sites (Lu et al. 2017). Due to the simple procedure and low material input, ATAC-seq has been swiftly applied in *Arabidopsis*, rice, tomato, *Medicago truncatula* and wheat to assay plant DNA regulatory regions (Wilkins et al. 2016, Bajic et al. 2017, Lu et al. 2017, Sijacic et al. 2018, Maher et al. 2018, Frerichs et al. 2019, Concia et al. 2020). In this study, we employed ATAC-seq approach to identify accessible chromatin regions in *V. amurensis* at an early stage (2 h) of cold treatment (4°C). According to the ATAC-seq results, we identified 1,565 transposase hypersensitive sites (THSs) that were differentially enriched after cold treatment. Motif analysis with these THSs combined with the RNA-seq results highlighted nine cold-responsive TFs, including the well-known TF CBF4. The TF-gene co-expression networks were developed using weighted gene co-correlation network analysis (WGCNA). Based on the results of WGCNA and gene ontology (GO) analysis, we found that ethylene signaling pathway mediated by the identified ERF TFs, such as RAV1, ERF104 and ERF1A, plays a significant role in cold response in *V. amurensis*. Furthermore, the overexpression of *VaRAV1* in grape cells improved its cold tolerance. Transient luciferase (Luc) activity and yeast one-hybrid (Y1H) assays revealed that VaRAV1 may enhance cold tolerance by positively regulating the expression of other TFs and the gene involved in plant cell wall composition. Our results provide novel insights into the signaling during cold response and demonstrate that ATAC-seq combined with RNA-seq could be a powerful tool for the quick identification of novel cold-responsive TFs in grapevine.

## Results

### Cold-responsive pathways had been triggered at 2 h of cold treatment

One-month-old *in vitro* subcultured plants of *V. amurensis* with uniform growth status were used for cold treatment (**Fig. 1A**). To make sure that the cold-responsive pathways had been triggered, we first characterized the expression profiles of some well-known marker genes during the cold treatment. The results of quantitative real-time PCR (qPCR) revealed a rapid and strong expression induction of *CBF4* at 2 h upon cold stress (**Fig. 1B**), whereas the expressions of *CBF1, 2, 3* were not detected due to the lack of valid values (data not shown). The possible reason is that the expressions of grape *CBF1, 2, 3*, as well as their expression patterns in different tissues and cultivars, were more variable during cold stress, whereas the expression of *CBF4* was relatively stable (Xiao et al. 2006, 2008). Moreover, different CBF members may have different functions, given the fact that drought tolerance of *Arabidopsis* was most increased by the grape *CBF1* (Siddiqua and Nassuth 2011). The transcript level of *ICE1a* and *ICE1b* was decreased, while the transcript abundance of *HOS1* and *ICE1c* was still constant at 2 h after exposure to cold stress (**Fig. 1B**). According to the previous results, ICE1 and HOS1 were mainly posttranslationally regulated, and the normal function of these TFs highly depends on protein stability (Dong et al. 2006, Miura et al. 2007, Ding et al. 2015, Li et al. 2017, Zhao et al. 2017). Furthermore, the analysis of electrolyte leakage, which is generally used as an indicator of cell membrane injuries, revealed that cold-induced electrolyte leakage obviously increased from 8 h of cold stress in grape leaves (**Fig. 1C**). Altogether, these results indicated that transcriptional networks involving the typical ICE1-CBF transcriptional cascade had been triggered at 2 h of cold treatment when plant cell membranes were still undamaged. Hence, we decided to use the samples collected at 2 h of cold treatment for subsequent ATAC-seq and RNA-seq analyses.

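For the RNA-seq, plantlets of *V. amurensis*, a cold-hardy wild grape, were grown *in vitro*. According to the methods, their upper leaves were sampled before the treatment at 26°C (control) or after 2 h at 4°C, with 3 libraries per condition. The deposited data used here are a table in which the authors gave 1 value in FPKM (fragments normalized for transcript length and library size) per gene and condition. How the 3 libraries of a condition entered that value was not checked here. The values of the single libraries and their read totals were not used here, so the depth behind each FPKM value is unknown, and no SD or test between replicates can be given for any gene below. According to the methods, reads were mapped to the grape 12X genome (version 2.1) with STAR, unique reads were counted with HTSeq, and differential expression was tested with DESeq. The columns of the deposited table carry the names that Cuffdiff, another program for differential expression, gives to its output, and the program that made them is not given in the sources used here. From both FPKM values of a gene, the log2 ratio of cold over control was computed without a pseudocount, since 0 genes had a value of 0 in either condition. It differed from the log2 fold change in the authors' deposited table by at most 1.31e-05.
The table lists 2386 genes, of which 1212 rose and 1174 fell after cold. The smallest absolute log2 ratio among them was 1.00, and the higher of both FPKM values was at least 1.00 in every gene. The largest q-value, the p-value adjusted for multiple testing, was 0.0496 in the authors' deposited table, so the genes used here are those past a fold change, a q-value and an expression threshold together. A rising gene had a median of 1.86 FPKM in the control and 8.84 FPKM after cold, and a falling gene had a median of 11.9 FPKM in the control and 3.77 FPKM after cold. The median log2 ratio was 1.87 among the rising and -1.41 among the falling genes. With a stricter minimum of 2 on the log2 scale, the setting that reduced the number of genes most, 798 genes were left, 543 of them rising and 255 falling. The ATAC-seq libraries were not analysed here.

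**Figure D1:**
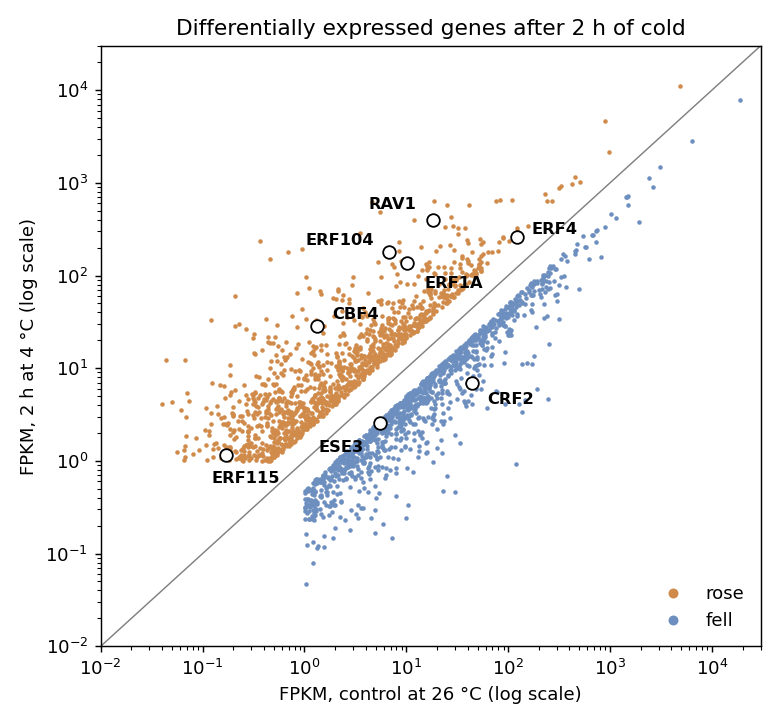
FPKM of each of the 2386 listed genes in the control (x axis, log scale) and after 2 h of cold (y axis, log scale). Each gene is 1 point, from the authors' 1 value per condition, with no error bars because no replicate values were used. Orange points are the 1212 genes that rose, blue points the 1174 that fell, the grey line marks equal values, and open circles mark 8 transcription factors, of which RAV1 reached 400.7 FPKM after cold.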

**Fig. 1:**
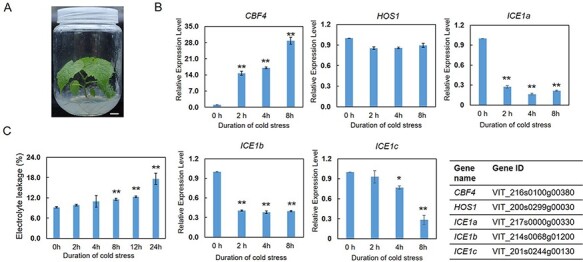
Characterization of gene expression and electrolyte leakage in *in vitro Vitis amurensis* plants during cold treatment. (A) *In vitro V. amurensis* plant used for cold treatment. One-month-old plants with uniform growth status were used for cold treatment. Scale bar corresponds to 1 cm. (B) The expression profiles of cold-responsive genes during cold treatment. The relative expression levels of *CBF4, HOS1, ICE1a, ICE1b* and *ICE1c* were investigated at 0, 2, 4 and 8 h of cold treatment, respectively, using quantitative real-time PCR (qPCR). The gene IDs are listed in the table. (C) Electrolyte leakage analysis of *V. amurensis* leaves after cold treatment. Values are means of three replicates ± SD. The test of significance was performed using Student’s *t*-test. *P < 0.05; **P < 0.01.

### Landscape of accessible chromatin regions in grapevine

Six libraries prepared from three biological replicates under control (26°C) and cold treatment (4°C), respectively, were obtained through paired-end sequencing (**Supplementary Table S2**). Most of the ATAC-seq reads were reproducible among three biological replicates (**Supplementary Fig. S1**). Over 67% of total reads could be uniquely mapped to the genome by aligning reads to the grape 12X genome (version 2.1; **Supplementary Table S2**). For each library, the fragment length distribution of aligned reads was analyzed to check the number of nucleosome-free reads (<150 bp) and nucleosome-containing reads (>150 bp; Sijacic et al. 2018). The results showed that the fragment length distribution of reads was primarily around 100 bp or smaller (**Supplementary Fig. S2**), indicating that the prepared ATAC-seq libraries were mainly composed of nucleosome-free reads. Nucleosome-free reads are accessible chromatin regions where TFs might bind, whereas nucleosome-containing reads were relatively less accessible to TF binding (Sijacic et al. 2018). In short, our ATAC-seq datasets could be used for the identification of accessible chromatin regions in *V. amurensis*.

The called peaks, or THSs, denote the enriched accessible chromatin regions. Contrary to *Arabidopsis*, in which the majority of THSs were located in the upstream of transcription start site (TSS; Maher et al. 2018, Sijacic et al. 2018), most of THSs in *V. amurensis* were found to be located within gene body (exon and intron, 34%) or located in the intergenic regions (52%). Around 8% of THSs were located within 3 kb upstream of TSS, and only 6% were located within 1 kb downstream of gene transcription end site (TES; **Fig. 2A**). This distribution pattern is similar to that in tomato (*Solanum lycopersicum*; Maher et al. 2018). The possible reason of this distribution pattern in grapevine is due to the big genome size. The proportion of THSs between proximal upstream and intergenic regions varied remarkably with genome sizes or, rather, the amount of intergenic space in the species genome (Maher et al. 2018). We next examined the signal of those THSs located within 3 kb of TSS using heatmaps and average plots. The results revealed that the enriched THSs at both 0 h and 2 h exhibited the strongest signal around the TSS center (**Fig. 2B**), suggesting that the regions near TSS are accessible. Through ATAC-seq assay, we identified both cold-specific THSs that differentially enriched at 2 h after cold treatment and common THSs, which were detected under both control and cold conditions (**Fig. 2C**).

**Fig. 2:**
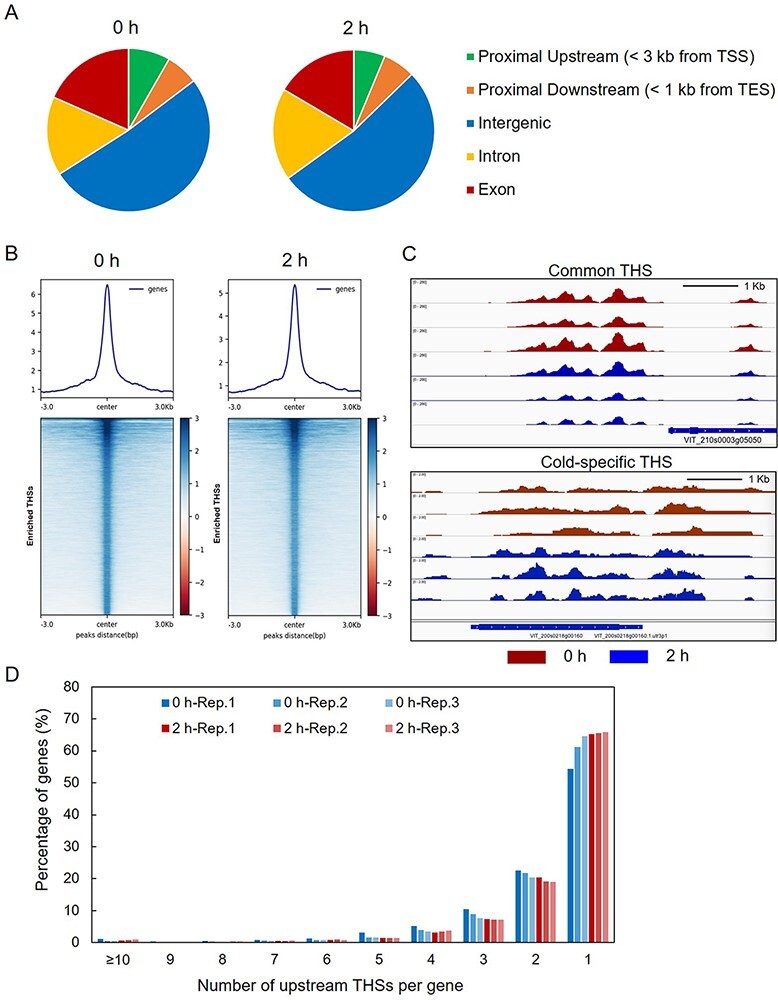
Overview of assay for transposase-accessible chromatin (ATAC-seq) data in *V. amurensis*. (A) Genomic distributions of all the THSs identified in ATAC-seq data. (B) Average plots and heatmaps of ATAC-seq signals of over-enriched THSs at 0 h (left panel) and 2 h (right panel) of cold treatment. (C) Examples of Integrated Genome Viewer (IGV) snapshots of normalized ATAC-seq reads from samples collected at 0 h (red) and 2 h (blue). The common transposase hypersensitive sites (THSs) identified at both 0 h and 2 h (upper) and cold-specific THSs differentially enriched at 2 h (lower) were observed. (D) Number of upstream THSs per gene in *V. amurensis*. Graph exhibits the percentage of genes with a given number of upstream THSs.

The number of THSs that were used to identify one gene in grapevine was also characterized. For instance, we obtained 18,770 THSs from the replicate 1 library of 0 h (0 h-Rep.1) by peak calling (**Fig. 2D**), and a total of 9,042 genes were obtained after mapping these THSs to grape genome. The number of THSs per gene can be calculated, and the majority of mapped genes were only associated with one upstream THS (**Fig. 2D**), which is consistent with the previous finding in *Arabidopsis* (Maher et al. 2018).

### Enriched motif analysis and identification of TFs in response to cold stress

The identified THSs can be used to predict motifs generally recognized by TFs, and the position of THSs or predicted motifs indicates the possible binding sites of TFs. Since quantitative differences are prone to being omitted from analysis using all-or-nothing peak-calling approach (Sijacic et al. 2018), we, therefore, screened the differentially enriched THSs after cold treatment based on the evaluation of read counts of each THS using DEseq2 (Love et al. 2014). As a result, we identified 1,376 positively enriched and 189 negatively enriched THSs at 2 h after cold treatment (**Supplementary Fig. S3**). These THSs were adopted for motif analysis by using the ‘Find Motifs’ function of HOMER, and 77 unique motifs were thereby identified (**Supplementary Figs. S4–S5**). By searching the plant TFs (motifs) database, we could know the TFs that probably recognize the specific motifs. As expected, the motifs for the key TFs CBF1, 2, 3 and 4 were identified within the 77 motifs, suggesting that CBFs may play important roles in cold response in grape (**Supplementary Fig. S4**). Furthermore, a number of TFs belonging to IDD, GATA factor, zinc finger TF family, MYB TF family and AP2/ERF TF superfamily were also identified as candidates controlling intracellular responses to cold stress (**Supplementary Fig. S4**). Given that the public data of plant TF-binding profiles are mainly collected from the model plant species *Arabidopsis*, we thus identified grape TFs using BLAST search by taking advantage of conservative property of predicted motifs and homologous TFs proteins between different species. This analysis led to the selection of 51 grape TFs after removing the redundant and unannotated TFs (Supplementary Dataset 1). Combining the RNA-seq results, we finally obtained 31 TFs genes with altered expression after cold treatment (**Fig. 3A**). 

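The motif list behind this selection has 66 rows, which name 51 different grape genes. Of these, 8 are among the differentially expressed genes of the authors' table, 6 of them rising and 2 falling. The other 43 genes of the list were not analysed here, so the heatmap of Fig. 3A cannot be set beside values for them. The 8 genes were chosen by the paper on these same libraries, and their number is therefore not independent evidence. With 1 FPKM added to both values of each gene, 6 of the 8 still had an absolute log2 ratio above 1. That pseudocount was chosen after the values had been seen. *ERF115* and *ESE3* then fell below 1, at 0.89 and -0.86.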

Although most of these genes could be induced or repressed by cold, only nine TFs genes, including the cold-responsive gene *CBF4*, exhibited significant changes [an absolute value of log2 fold change (log2FC) >1 and a *P* value <0.05] in their expression (**Fig. 3B**). 

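Values for 8 of these genes were used here, and *MYB108* was not analysed here. The p-value of 7 of the 8 was 5e-05 in the authors' deposited table, with a q-value of 0.000114. This p-value is the smallest that the table holds, and 1975 of its 2386 genes have it, so it does not rank these genes. *ERF115* (VIT_217s0000g00200, chromosome 17, 108753 to 110926) had a p-value of 0.0103 and a q-value of 0.0178 in the authors' deposited table. Its FPKM rose from 0.170 in the control to 1.17 after cold, a log2 ratio of 2.78, which is the lowest expression among the 8 genes. The log2 ratio of *ERF115* was 2.23 with 0.1 FPKM added to both values. From these criteria, the paper selects the genes as candidates for the early response to cold.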

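Among the genes that rose, *ERF1A* (VIT_202s0234g00130, chromosome 2, 177837 to 178960) went from 10.1 FPKM in the control to 136.9 FPKM after 2 h of cold, a log2 ratio of 3.76. *ERF4* (VIT_219s0014g02240, chromosome 19, 2368301 to 2369336) had the highest control value of the 8 genes with values, 123.3 FPKM. It reached 257.4 FPKM after cold, and its log2 ratio of 1.06 lies close to the threshold of 1. With pseudocounts of 0.01, 0.1 and 1 the log2 ratio of *ERF4* stayed at 1.06. *RAV1*, *ERF104*, *CBF4* and *ERF115* rose as well.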

All the nine TFs genes were up-regulated by cold treatment except for *CRF2* and *ESE3*. The expression of the two genes was obviously decreased by cold stress (**Fig. 3B**). In contrast, *CBF4, RAV1* and the *ERF* gene *ERF104* were strongly induced (log2FC >4) by cold (**Fig. 3B**).

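*CRF2* (VIT_202s0025g01055, chromosome 2, 1042026 to 1044051) fell from 44.5 FPKM in the control to 6.98 FPKM after cold. The log2 ratio was -2.67, which holds rank 118 among the falls of all listed genes. *ESE3* (VIT_204s0008g06000, chromosome 4, 5694466 to 5698758) decreased from 5.48 to 2.57 FPKM, a log2 ratio of -1.09. Both genes are described in the deposited table as transcription factors with an AP2/ERF domain, the DNA-binding domain of this family.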

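*RAV1* (VIT_201s0011g03070, chromosome 1, 2751565 to 2753036) rose from 18.4 FPKM in the control to 400.7 FPKM after cold. This is a ratio of 21.8, or 4.44 on the log2 scale, and it holds rank 84 among the rises of all listed genes. *CBF4* (VIT_216s0100g00380, chromosome 16, 15763030 to 15814965) rose from 1.34 to 28.7 FPKM, a log2 ratio of 4.42. The locus given for *CBF4* is 51.9 kb long, against a median of 2.61 kb for the listed genes. With 1 FPKM added to both values the log2 ratio of *CBF4* was 3.66, below 4, while that of *RAV1* was 4.37. *ERF104* (VIT_216s0013g01000, chromosome 16, 6743246 to 6744192) went from 6.70 to 177.2 FPKM, a log2 ratio of 4.72. It is described in the deposited table as ethylene-responsive transcription factor 5, and 4 listed genes with this description lie within 100 kb, *ERF104* included. Copies that are not listed could not be counted. All 4 listed genes rose, with log2 ratios from 3.88 to 4.77. The methods state that unique reads were counted, and the fragments that these copies share were not measured here.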

**Fig. 3:**
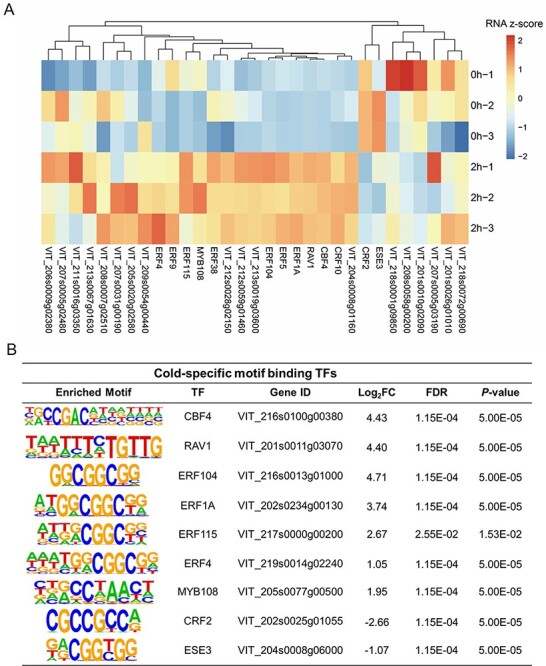
The candidate transcription factors (TFs) in response to cold stress. (A) A heatmap of expression profiles of TF genes after cold treatment. The TFs identified from motif analysis based on the differentially enriched transposase hypersensitive sites after cold treatment were further evaluated according to their expression upon cold treatment. The expression data of TFs genes obtained from RNA-seq were normalized using Z-score. (B) Nine TFs that most likely function in early cold response. The identified motifs, the corresponding TFs and their best matches in grape, log2 fold changes (log2FC) of gene expression, FDR and *P* values are shown. Only those TFs genes with a log2FC >1 or <−1 and an FDR value <0.05 were retained.

### WGCNA and GO analysis of the genes associated with cold-responsive TFs

For a given TF, the TF gene and its regulating targets generally have a high correlation relationship (Kuang et al. 2020). WGCNA can generate undirected weighted network with scale-free topology and discern such relationships (Zaidi et al. 2019, Kuang et al. 2020). To explore the possible target genes for identified TFs, we conducted WGCNA based on the RNA-seq results. According to the result, the highly correlated genes were enriched in the same modules (**Supplementary Fig. S6**). We focused on the gene modules involving the nine identified TFs and found that six out of the nine TFs could be successfully divided into two representative groups: the CBF4- and CRF2-dependent and the RAV1- and ERFs-dependent regulatory networks (**Fig. 4A**). In the first network, *CBF4* and *CRF2* function as hub genes, while, in the latter one, *RAV1, ERF1A, ERF104* and *ERF4* were detected as hub genes (**Fig. 4A**), suggesting that these TFs might function in cold response through at least two different signaling pathways. 

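In the copies of Supplementary Datasets 2 and 3 used here, long gene lists stop after 16 genes. Of the genes submitted to the GO analysis, 243 of 261 of the CBF4-CRF2 network and 216 of 225 of the RAV1-ERFs network can be read. All of them are among the 2386 listed genes, and 0 genes occur in both networks. The paper selected differentially expressed genes of separate networks for that analysis, so neither result is an independent finding. Below, the genes of a network are the submitted genes that can be read. In the CBF4-CRF2 network, 131 genes rose and 112 fell after cold, a share of rises of 53.9%, with a median log2 ratio of 2.00 among the rising and -1.49 among the falling genes. In the RAV1-ERFs network, 186 genes rose and 30 fell, a share of rises of 86.1%, with medians of 1.82 and -1.31. Among all listed genes the share of rises was 50.8%. The networks were built by the paper from co-expression in these same libraries, and the lists are not complete, so the shares were not tested against each other.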

Although these co-expression genes were grouped together, their expression patterns in response to cold treatment were different (**Fig. 4A**). The TFs genes, as well as their possible target genes with significant changes in the expression (differentially expressed genes, DEGs), were selected to perform the canonical pathway enrichment. 

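For the terms shared by both networks, directions were counted over the genes that can be read. Flavonoid biosynthetic process is complete in both, with 6 rising and 6 falling genes among the 12 of the CBF4-CRF2 network and 9 rising and 1 falling among the 10 of the RAV1-ERFs network. For the first, an exact two-sided binomial test against the share of rises among all listed genes gave p = 1. For the second, no p is given, since most genes of the RAV1-ERFs network rose in any case and the share among all listed genes is no background for its terms. The same genes can occur in several terms, and genes are not independent replicates, so such p-values describe the lists only. For response to abscisic acid, 16 of 18 genes can be read in the CBF4-CRF2 network, 12 rising and 4 falling, and 16 of 22 in the RAV1-ERFs network, 15 rising and 1 falling. For plasma membrane, 16 of 53 and 16 of 33 genes can be read, of which 10 and 16 rose. Response to abiotic stimulus has 16 of 55 and 16 of 42 readable genes, of which 9 and 14 rose. No test was made on these incomplete lists.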

The results of GO analysis revealed that many of the DEGs from the two modules are involved in the same biological process and cellular component, such as response to abiotic stimulus and abscisic acid, flavonoid biosynthetic process and plasma membrane (**Fig. 4B**–**C**; Supplementary Dataset 2–3). Additionally, specific GO terms were also identified for the two gene modules. 

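In the CBF4-CRF2 network, the 5 genes under cellular response to cytokinin stimulus all fell after cold, with log2 ratios from -4.95 to -1.23 (exact binomial test against all listed genes, p = 0.0288, and 0.0865 after Benjamini-Hochberg adjustment over the 6 terms of this network). They are described in the deposited table as histidine kinase 4, 2 type-A response regulators and the response regulators ARR9 and ARR5, which act in cytokinin signalling. Their control values were between 51.4 and 314.4 FPKM. Of the 9 genes under glucose 6-phosphate metabolic process 8 fell and 1 rose (p = 0.0196 and adjusted p = 0.0865 in the same exact binomial test). Under glutathione metabolic process 5 of 6 genes rose, between 1.06 and 2.47 on the log2 scale, and a glutathione S-transferase (VIT_204s0079g00690) fell from 147.6 to 4.50 FPKM, a log2 ratio of -5.04. This gene was singled out after its values had been seen. Glycerolipid metabolic process had 7 rising and 7 falling genes, and transmembrane receptor activity had 3 rising and 3 falling genes.

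**Figure D2:**
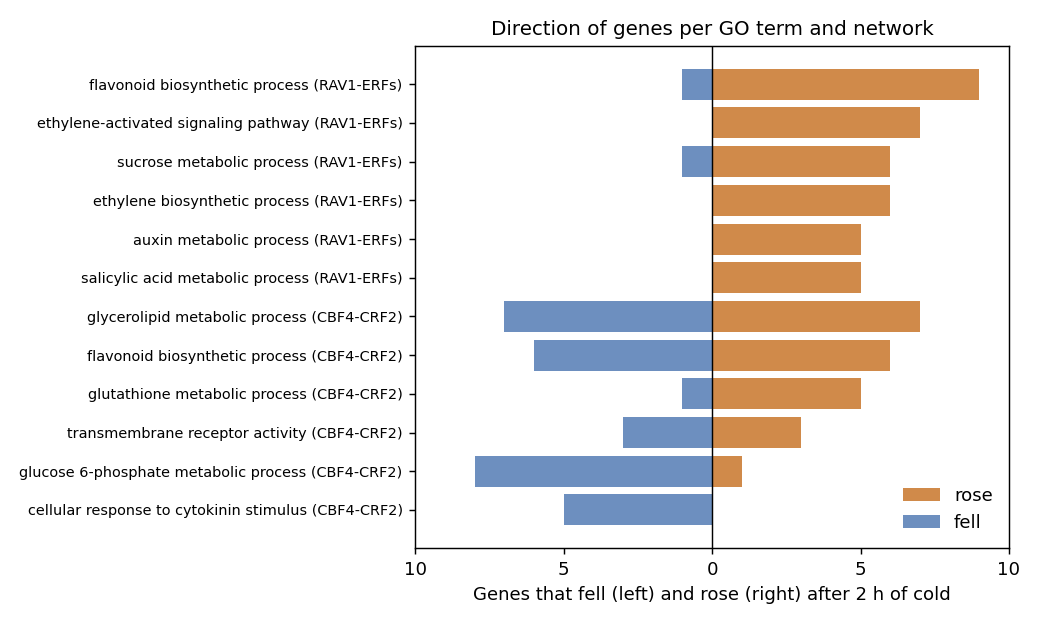
Number of genes that fell (blue, to the left of 0) and rose (orange, to the right) after 2 h of cold, for each of the 12 terms that the paper's text names and whose gene list is complete, with the network of each in brackets. Cellular response to cytokinin stimulus has 5 falling and 0 rising genes, while the ethylene-activated signaling pathway has 7 rising and 0 falling genes.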

The DEGs from the CBF4 and CRF2 module were differentially enriched in cellular response to cytokinin stimulus, glutathione, glucose 6-posphate and glycerolipd metabolic process and transmembrane receptor activity and so on (**Fig. 4B**, **D**; Supplementary Dataset 2). In contrast, the DEGs from RAV1 and ERFs regulatory network were specifically enriched in GO terms involving phytohormones, such as ethylene biosynthetic process, ethylene-activated signaling pathway, salicylic acid and auxin metabolic process (**Fig. 4B**, **D**; Supplementary Dataset 3). Moreover, there is also a number of DEGs involved in the sucrose metabolic process (**Fig. 4D**). These results suggest that the identified TFs, which were clustered into two groups, may function in response to cold stress through different pathways.

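All genes of 4 of these hormone terms rose after cold. The 6 genes under ethylene biosynthetic process had a median log2 ratio of 1.83, and the 7 under ethylene-activated signaling pathway a median of 1.91. Salicylic acid and auxin metabolic process have 5 rising genes each, with medians of 2.13 and 2.62. The network that these genes were drawn from consists mostly of rising genes, so their shared direction does not set the terms apart from the rest of the network, and no p is given for it. With 1 FPKM added to both values, 3 of the 5 genes of salicylic acid metabolic process kept an absolute log2 ratio above 1. In the gene lists used here, these 4 terms occur in the table of the RAV1-ERFs network and not in that of the CBF4-CRF2 network. From such specific terms, the paper proposes that both groups of TFs act in the cold response through different pathways.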

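The 7 genes under sucrose metabolic process comprised 6 that rose and 1 that fell, with a median log2 ratio of 1.64. The log2 ratios ranged from -1.46, for VIT_205s0020g00420, described in the deposited table as a polygalacturonase, to 7.10, for VIT_214s0066g02350, described as a galacturonosyltransferase-like 9 protein. The latter is not the predicted RAV1 target VIT_201s0026g00980, which is in the list as well. VIT_214s0066g02350 rose from 0.207 FPKM in the control, a level at which the ratio depends on the pseudocount. An acid invertase in the list, VIT_202s0154g00090, rose from 0.528 to 6.76 FPKM.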

**Fig. 4:**
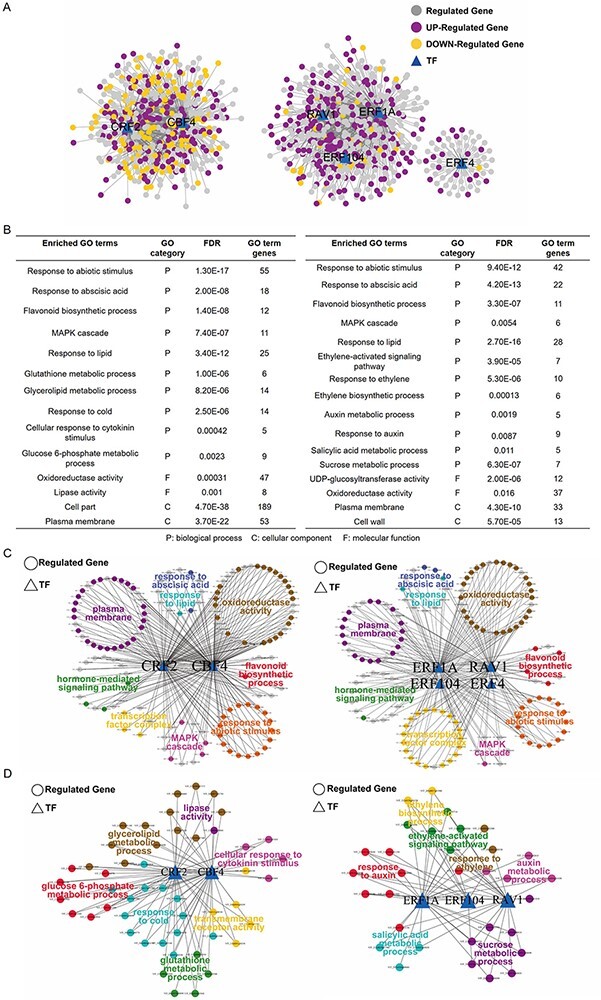
Gene ontology (GO) analysis of the enriched transcription factors (TFs) and their target genes. (A) Gene co-expression networks. The six out of the nine TFs shown in **Fig. 3B** were divided into two independent regulatory networks (CBF4-CRF2 and RAV1-ERFs) using the weighted gene co-expression network analysis (WGCNA). The TFs are indicated by triangles while the target genes are denoted by circles. The differentially expressed genes (DEGs) are indicated in purple (up-regulated) and orange (down-regulated), respectively. (B) Enriched GO terms for the TFs and their target DEGs shown above in (A). Enriched GO terms for the CBF4-CRF2 and RAV1-ERFs networks are shown on the left and right, respectively. (C) The common GO terms shared by the CBF4-CRF2 and RAV1-ERFs networks. The enriched pathways and involved TFs and DEGs are visualized using cytoscape. The genes shared by different pathways are indicated in gray. (D) The specific GO terms identified for CBF4-CRF2 and RAV1-ERFs networks. The enriched pathways and involved TFs and DEGs are shown.

### Overexpression of *VaRAV1* contributes to the cold tolerance of grape cells

As mentioned above, nine TF genes, including the *CBF4*, were identified as candidate genes in response to cold stress. Given that the role of *CBFs* in cold response had been well characterized in many plant species, including grapevine (Xiao et al. 2006, 2008), we selected *RAV1, ERF1A* (up-regulated) and *CRF2* (down-regulated) as the candidate genes to test their functions in cold tolerance in grape. The coding sequences (CDSs) of the three genes were amplified from *V. amurensis*, respectively. Several nucleotide changes were observed between the amplified CDSs of the three genes and their reference sequences (**Supplementary Figs. S7–S9**). Subcellular localization assays revealed that the VaRAV1-EGFP fusion protein, as well as the VaERF1A-EGFP and VaCRF2-EGFP proteins, was exclusively localized in the nucleus, whereas the EGFP fluorescence was detected in both cytoplasm and nucleus (**Fig. 5A**; **Supplementary Figs. S10**–**S11**). To evaluate the functions of the three genes in cold tolerance, we overexpressed *VaRAV1, VaERF1A* and *VaCRF2* in 41B grape cells, respectively. After antibiotic-dependent selection, the kanamycin-resistant cells were first confirmed by PCR with *EGFP*-specific primers (**Fig. 5B**; **Supplementary Fig. S12**). The results of qPCR showed that the expression of *RAV1* in *VaRAV1*-overexpressing (OE) cells was almost 15-fold higher than that in 41B cells transformed with empty vector (EV; **Fig. 5C**). The detection of the EGFP fluorescence further confirmed the expression of VaRAV1-EGFP in the OE cells (**Fig. 5D**). However, the expression of *ERF1A* and *CRF2* in corresponding transgenic cells was not increased when compared with the EV cells (**Supplementary Fig. S12**), and the fluorescence of EGFP in these cells was weak (data not shown). We speculated that the low transformation rate of 41B cells resulted in the presence of plenty of untransformed cells, which affected the determination of gene expression. Thus, only the *VaRAV1*-OE (hereafter referred as OE) cells were used for subsequent analysis. The cold tolerance of the OE and EV cells was evaluated by the low temperature exotherms (LTEs) as described by Mills et al. (2006) and Sun et al. (2018). The LTEs of WT, EV and OE were −6.7, −6.9 and −8.6°C, respectively (**Fig. 5E**), suggesting that the overexpression of *VaRAV1* enhanced the cold tolerance of 41B cells. In addition, we conducted freezing treatment with the OE and EV cells. After exposure to freezing temperature (−4°C, 0.5 h), the number of apoptotic cells, which are stained by Trypan blue, was obviously increased (**Supplementary Fig. S13**). Although no much difference was observed in staining results between the EV and OE cells, the electrolyte leakage of the OE cells, however, was significantly lower than that of the EV cells after freezing treatment (**Fig. 5F**). Furthermore, the peroxidase (POD) activity was higher whereas the malondialdehyde (MDA) content, which serves as an indicator of ROS damage to membrane, was much lower in the OE cells (**Fig. 5G**–**H**). All these results indicate that the improved tolerance of the *VaRAV1*-OE cells to cold stress may be achieved partially by reducing membrane damage.

**Fig. 5:**
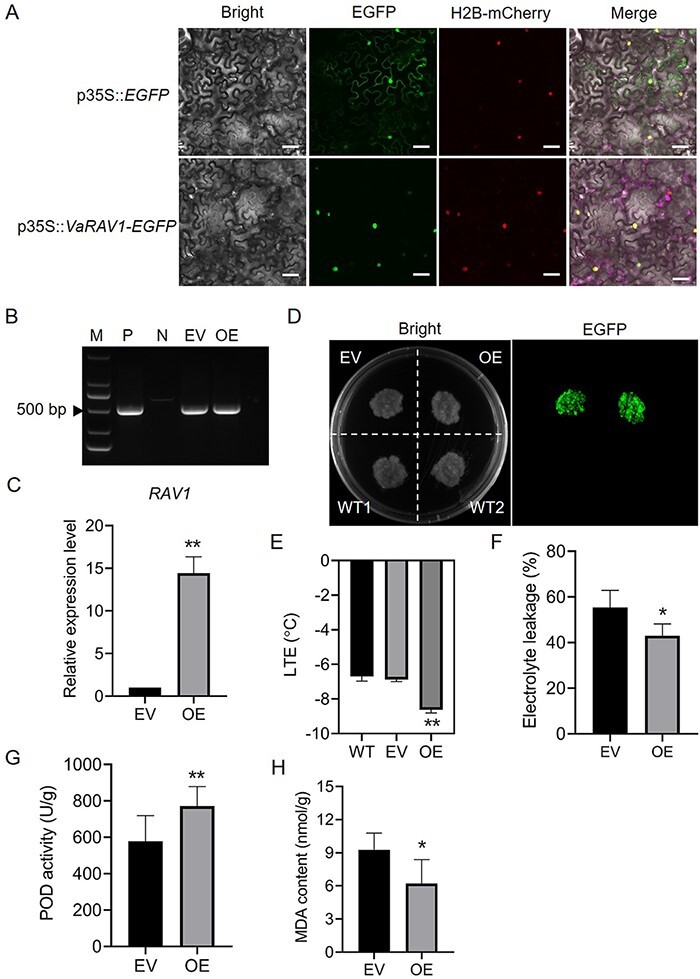
Overexpression of *VaRAV1* improves cold tolerance of grape cells. (A) Subcellular localization of VaRAV1. The coding sequence of *VaRAV1* fused to the N-terminal of *EGFP* gene was under the control of 35S promoter (p35S). The EGFP fluorescence generated by the p35S::*VaRAV1-EGFP* construct in epidermal cells of *Nicotiana benthamiana* leaves was detected using confocal laser scanning microscopy. The histone H2B-mCherry was used as an indicator of nucleus. Scale bars correspond to 200 μm. (B) PCR identification of exogenous T-DNAs using *EGFP*-specific primers in 41B grape cells. The plasmid of construct and wild-type cells were used as positive (P) and negative (N) controls, respectively. EV, grape cells transformed with empty vector; OE, VaRAV1-overexpressing cells. M, DNA marker. (C) Measurement of *RAV1* expression level in the OE cells. The expression of *RAV1* in the EV cells was set as 1, and the transcript abundance of *RAV1* in the OE cells relative to the EV was determined by qPCR. The data are mean values ±SD of three biological replicates. (D) Detection of EGFP signals in the EV and OE cells. WT, wild-type cells. (E) LTEs of the EV and OE cells. The data are mean values ±SD of five biological replicates. (F) Electrolyte leakage of the EV and OE cells after cold treatment. (G) POD activity in transgenic grape cells after cold treatment. (H) Measurement of MDA content in the EV and OE cells after cold treatment. Asterisks (*) and (**) indicate significant differences compared with the EV at *P* <0.05 and *P* <0.01 (Student’s *t*-test), respectively.

To investigate a possible molecular mechanism by which VaRAV1 improves cold tolerance, we identified the possible target genes for VaRAV1. As mentioned above, the gene co-expression network was established using WGCNA (**Fig. 4A**; **Supplementary Fig. S6**). However, many false-positive connections may be included in the network given that the network was developed just based on expression analysis (Kuang et al. 2020). To reduce the false-positive connection rate, the DEGs co-expressed with RAV1 were used for the analysis of motif enrichment. The TF motifs are highly conserved in plants, and the presence of motifs in the promoters of the target genes indicates the functional relevance of corresponding TFs (Franco-Zorrilla et al. 2014, Lai et al. 2019). 

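The 8 predicted targets of RAV1 were all among the listed genes, 4 rising and 4 falling after cold. Each had a p-value of 5e-05 and a q-value of 0.000114 in the authors' deposited table. Among the falling genes, VIT_200s0228g00005 (unplaced chromosome), described as an ankyrin repeat protein, decreased most, from 10.4 to 2.07 FPKM, a log2 ratio of -2.32. VIT_211s0016g04540 (chromosome 11, 3826616 to 3837079), described as an ABC transporter of the G family, fell from 21.3 to 8.46 FPKM, a log2 ratio of -1.33. VIT_217s0000g02850 (chromosome 17, 2608675 to 2620073) went from 50.0 to 21.2 FPKM, a log2 ratio of -1.24, and VIT_219s0090g01750 (chromosome 19, 7779435 to 7780972) from 46.6 to 22.4 FPKM, a log2 ratio of -1.05. The paper selected the 8 genes among those that changed in these libraries, so that all of them passed the threshold is part of the selection. With a stricter minimum of 2 on the log2 scale, 2 of the 8 were left, 1 rising and 1 falling.

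**Figure D3:**
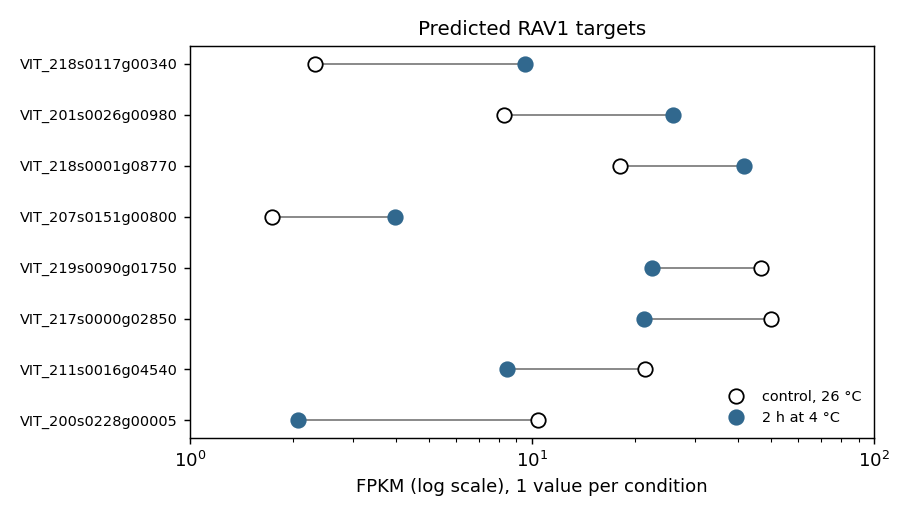
FPKM (log scale) of the 8 predicted RAV1 targets in the control (open circles) and after 2 h of cold (filled circles), 1 value per condition and therefore without error bars. In the upper 4 genes the filled circle lies to the right, a rise, and in the lower 4 to the left, the largest fall being from 10.4 to 2.07 FPKM.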

Eight genes containing RAV1 motifs in their promoters were therefore identified for subsequent experiments (**Supplementary Table S3**). The promoter fragments of these genes containing RAV1 motifs were synthesized as the bait sequences (**Supplementary Table S1**), while VaRAV1 fused with the trans-activating domain (AD) was used as the prey. Y1H assay showed that the yeast cells containing p0340-HIS2 (for *VIT_218s0117g00340*), p0800-HIS2 (for *VIT_207s0151g00800*), p2850-HIS2 (for *VIT_217s0000g02850*), p4540-HIS2 (for *VIT_211s0016g04540*), p8770-HIS2 (for *VIT_218s0001g08770*) or p0980-HIS2 (for *VIT_201s0026g00980*) grew normally on medium supplemented with 3-AT, indicating that VaRAV1 could bind to the promoters of these genes (**Fig. 6A**). We then amplified the promoters of these six genes from *V. amurensis*, and only five promoters were successfully cloned, with the exception being *VIT_211s0016g04540*, whose promoter was totally different from the reference. Notably, a miRNA coding gene (ENSRNA049996455) was found to localize in the gene body of *VIT_217s0000g02850*, and the emergence of a premature stop codon results in the early translation termination (**Supplementary Fig. S14**). We therefore reasoned that the truncated protein of VIT_217s0000g02850 may not exhibit normal function, and this gene was omitted from our analysis. Finally, the amplified promoters of *VIT_218s0117g00340, VIT_207s0151g00800, VIT_218s0001g08770* and *VIT_201s0026g00980* were used for transient Luc activity assays (**Supplementary Fig. S15**), and the results showed that the expression of the Luc reporter gene was promoted by VaRAV1 (**Fig. 6B**), suggesting that VaRAV1 might positively regulate the expression of *VIT_218s0117g00340, VIT_207s0151g00800, VIT_218s0001g08770* and *VIT_201s0026g00980*. To test this hypothesis, we investigated the expression profiles of these four genes in the *VaRAV1*-OE cells. 

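In the RNA-seq of leaves of cold-treated plantlets, which is another material than the *VaRAV1*-OE cells, all 4 genes rose after 2 h of cold. VIT_218s0117g00340 (chromosome 18, 23608848 to 23610082), described as a TCP family transcription factor, rose from 2.31 to 9.53 FPKM, a log2 ratio of 2.04. VIT_201s0026g00980 (chromosome 1, 9901108 to 9904182), described as a glycosyltransferase of family GT8, rose from 8.26 to 25.8 FPKM (log2 ratio 1.64). VIT_218s0001g08770 (chromosome 18, 7274732 to 7276698), described as a phloem protein 2-like A10-like protein, went from 18.1 to 41.6 FPKM, a log2 ratio of 1.20. VIT_207s0151g00800 (chromosome 7, 1071702 to 1075336) had the lowest values, 1.74 FPKM in the control and 3.96 FPKM after cold, a log2 ratio of 1.19. With 1 FPKM added to both values its log2 ratio was 0.86, below the threshold of 1, and those of the other three genes stayed above it. The *VaRAV1*-OE cells were not analysed here.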

The qPCR results showed that all of the four genes were significantly up-regulated in the *VaRAV1*-OE cells (**Fig. 6C**), which is consistent with the results of transient Luc assays and the RNA-seq (**Fig. 6B**; **Supplementary Table S3**).

**Fig. 6:**
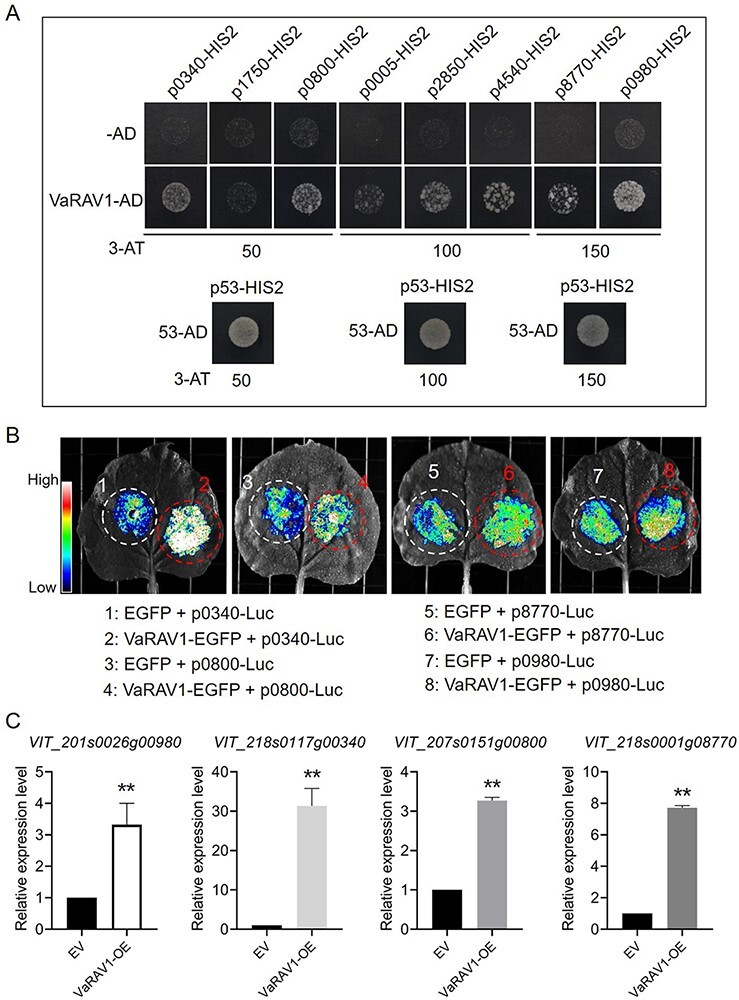
Detection of interactions between VaRAV1 and its target genes. (A) Yeast one-hybrid (Y1H) assay. The DNA sequences containing the predicted RAV1 motifs were synthesized and ligated into the bait vector pHIS2. The bait vectors and the prey vector harboring VaRAV1 fused to the GAL4 activation domain were introduced into the yeast strain Y187. Growth of transformed yeast cells was analyzed on SD/-Trp/-Leu/-His medium supplemented with 3-amino-1,2,4-triazole (3-AT). The p53HIS2 and pGADT-Rec2-53 were co-transformed into Y187 as positive control. For convenience, the last four numbers of gene IDs (**Supplementary Table S3**) were adopted for short. (B) Transient luciferase (Luc) activity assays. The promoters of the tested genes (*VIT_218s0117g00340, VIT_207s0151g00800, VIT_218s0001g08770* and *VIT_201s0026g00980*) were ligated to the pCAMBIA1302-Luc reporter vector. *Agrobacterium* cells containing the Luc reporter vectors and p35S::*VaRAV1-EGFP* construct were co-infiltrated into *N. benthamiana* leaves. The possible interactions between VaRAV1 and tested genes were evaluated by Luc fluorescence intensities. (C) The expression profiles of *VIT_218s0117g00340, VIT_207s0151g00800, VIT_218s0001g08770* and *VIT_201s0026g00980* in the *VaRAV1*-OE cells. The expression of the four genes in the OE cells relative to the EV was measured by qPCR. Significant difference was determined by Student’s *t*-test. **P < 0.01.

## Discussion

Cold-responsive genes can be divided into two groups: early-response genes and late-response genes (Schade et al. 2004). The early-response genes are generally observed to be involved in transcriptional regulation in plants after exposure to cold (Shinozaki and Yamaguchi-Shinozaki 1997, Thomashow 1999). CBFs are key TFs that function in cold acclimation, and CBF-dependent signaling had been well characterized during cold signal transduction. Various TFs that regulate the expression of *CBFs* had been identified in the past two decades (reviewed in Shi et al. 2018). However, in addition to the CBFs, the initial events involved in transcriptional regulation in response to cold stress in plants are still largely unknown. In the present study, we attempted to conduct ATAC-seq assay, combined with RNA-seq results, to identify novel TFs that may function in early cold response in grapevine.

ATAC-seq has emerged as a powerful method to study gene regulatory networks in model plants (Wilkins et al. 2016, Lu et al. 2017, Maher et al. 2018, Sijacic et al. 2018, Potter et al. 2018), and specific methods, such as FANS (fluorescence-activated nuclei sorting) and INTACT (isolation of nuclei tagged in specific cell types), had been developed to remove cell walls and intracellular organelles during nuclei purification (Lu et al. 2017, Bajic et al. 2017, Potter et al. 2018, Maher et al. 2018, Sijacic et al. 2018). However, the purification of nuclei is not essential for the implementation of ATAC-seq, and the data using crude nuclei are comparable to that using INTACT-purified nuclei in *Arabidopsis* (Lu et al. 2017, Maher et al. 2018). Here, we performed ATAC-seq effectively using crudely purified nuclei to identify accessible *cis*-regulatory regions in *V. amurensis* after cold treatment, and nine TFs, including CBF4, were identified as the candidates involved in early cold response (2 h) in grapevine (**Fig. 3B**). Intriguingly, among the nine identified TFs, eight belong to the AP2/ERF superfamily except MYB108 (**Fig. 3B**; Supplementary Dataset 1). AP2/ERF superfamily includes AP2, ERF and RAV families. ERF family can be further divided into two subfamilies, namely ERF and CBF/DREB (Nakano et al. 2006). The role of CBF/DREB subfamilies in cold acclimation had been widely demonstrated, whereas the function of ERF family in plant cold tolerance remains less studied. Interestingly, the GO analysis of RAV1 and ERFs regulatory network revealed a role for ethylene signaling pathway in response to cold stress (**Fig. 4B**, **D**). Recently, a few reports suggested that ERFs contribute to cold tolerance in plants (Tian et al. 2011, Cheng et al. 2013, Bolt et al. 2017, Zhai et al. 2017). In grapevine, the VaERF057 and VaERF092 were found to improve cold tolerance (Sun et al. 2016, 2019). Actually, the expression of *ERFs* identified in this work, particularly the *ERF104* and *ERF1A*, was strongly induced by cold treatment (**Fig. 3B**). These *ERFs* could serve as good candidates for further study. As the members of ERF family, the expression of the *CRF2* and *ESE3*, however, were repressed by cold treatment (**Fig. 3B**), suggesting that the two TFs might function as negative regulators during the cold response in grapevine. Moreover, the *CRF2* was found to be in the same group with *CBF4* (**Fig. 4**), which encodes a positive regulator of cold tolerance. These results indicate that different TFs may cooperate to regulate the expression of downstream genes. Additionally, enriched GO terms for the identified TFs and their DEGs turned out to be involved in multiple physiological and biochemical pathways, suggesting that the signaling in response to cold stress in grapevine is complicated, and CBF4 and ERFs may participate in cold response through the common or their own regulatory pathways (**Fig. 4**).

In the present study, three TFs genes, among which the *RAV1* and *ERF1A* were induced, while the *CRF2* was repressed by cold stress, were amplified from *V. amurensis*. The cloned sequences exhibited nucleotide changes compared with their reference sequences, which results in substitutions or insertions of amino acids (less than 5 aa; **Supplementary Figs. S7–S9**). The possible effect of aa changes on TFs functions was not investigated in this study, and more evidence is needed to confirm whether these changes were conserved in grape across different species. Because the *VaERF1A* and *VaCRF2* were not overexpressed in grape cells after transformation as expected (**Supplementary Fig. S12**), only *VaRAV1* was further studied to verify its function in cold tolerance. In *Arabidopsis*, RAV1 was known as a negative regulator of plant growth (Woo et al. 2010, Feng et al. 2014). The overexpression of *Arabidopsis RAV1* increased the sensitivity of transgenic plants to salt and drought stress (Fu et al. 2014, Sengupta et al. 2020). Nevertheless, the expression of *RAV1* was rapidly induced in parallel with *CBF1, 2*, and *3* by low temperature in *Arabidopsis* (Fowler et al. 2005). The involvement of RAV1 in *Galegae orientalis* cold tolerance was suggested by Chen et al. (2009). However, the evidence for the role of RAV1 in cold tolerance is still scarce. The overexpression of *VaRAV1* resulted in a lower value of LTE of grape cells (**Fig. 5E**), and the electrolyte leakage of the *VaRAV1*-OE cells were much lower than that of the control (EV) cells (**Fig. 5F**). High POD activity and low MDA content were also observed in the *VaRAV1*-OE cells (**Fig. 5G**, **H**). These results provide evidence for the function of VaRAV1 in cold tolerance in grape. In addition, four candidate genes, *VIT_218s0117g00340, VIT_207s0151g00800 VIT_218s0001g08770* and *VIT_201s0026g00980* were positively regulated by VaRAV1 (**Fig. 6**). Among the four genes, *VIT_218s0117g00340* encodes the TCP8 TF, while *VIT_207s0151g00800* and *VIT_218s0001g08770* encode MARD1 (MEDIATOR OF ABA-REGULATED DORMANCY 1)-like and PHLOEM PROTEIN 2-LIKE A10 protein, respectively (**Supplementary Table S3**). The TCP proteins were generally found to be associated with plant growth and development (Lopez et al. 2015, Leng et al. 2019). The involvement of TCP proteins, as well as MARD1 and PHLOEM PROTEIN, in cold tolerance remains less investigated. Intriguingly, a protein of galacturonosyltransferase (GAUT)-like 9 is encoded by the *VIT_201s0026g00980* gene (**Supplementary Table S3**). GAUT is an enzyme that synthesizes homogalacturonan (HG), which is the most abundant pectic polysaccharide in primary cell wall and the middle lamella (Mohnen 2008, Atmodjo et al. 2011). The structure and composition of the plant primary cell wall are important in determining freezing tolerance of plants (Panter et al. 2019). We speculated that VaRAV1 might contribute to the cold tolerance by affecting the composition of plant cell wall through the positive regulation of *VIT_201s0026g00980*.

Taken together, the present work provides us new insights into transcriptional regulations involved in early cold response in *V. amurensis*. The ethylene-activated signaling pathway probably plays a significant role in cold response, and the CBF-dependent pathway, as well as the other signaling pathways involving different physiological and biochemical processes, is also important in response to cold stress. Our experimental results revealed that VaRAV1 could enhance the tolerance of grape cells to cold stress, demonstrating the robustness of our approach. The other ERFs and the TF MYB108 identified here could serve as pertinent candidates for further study. More importantly, our results suggest that ATAC-seq, combined with RNA-seq, is suitable for the identification of novel TFs in grapevine, and this approach can be adopted as a useful tool for functional genomics research.

## Materials and Methods

### Plant materials and cold treatment

The Chinese wild-growing *V. amurensis* seedlings were grown in the grapevine germplasm resources orchard at the Institute of Botany, Chinese Academy of Sciences, Beijing. One-month-old *in vitro* subcultured plants developing from *V. amurensis* cuttings were used for cold treatment as previously described (Xu et al. 2014) with some modifications. Around 100 *in vitro* plants with uniform growth status were transferred to a prechilled incubator (LRH-200-GD, Taihong Scientific Instrument Co., Ltd, Shaoguan, China) set to 4°C and constant light (approximately 100 μmol m^−2^ s^−1^) for cold treatment. The upper two leaves of five individual plants were harvested and pooled as a biological replicate at different time points (2, 4, 8, 12 and 24 h). Untreated plants cultured at 26°C under the same light condition were sampled as the control (0 h). The samples at each time point were prepared in triple for biological replicates and immediately used for electrolyte leakage analysis or frozen in liquid nitrogen and stored at −80°C.

### ATAC-seq library preparation

The grapevine leaves collected at 0 and 2 h of cold treatment were ground into powder with liquid nitrogen, and intact nuclei were isolated as previously described (Wilkins et al. 2016). The isolated nuclei were immediately used for transposase tagmentation. The transposase tagmentation was performed as previously described (Sijacic et al. 2018) with some modifications. In brief, the purified nuclei were resuspended in a 50-μL transposase integration reaction using Nextera kit, and the transposition reaction was incubated at 37°C for 30 min. Tagmented DNA was immediately purified using the Qiagen MiniElute PCR Purification Kit and eluted in 10 μL of elution buffer. Then the DNA fragments were amplified using high-fidelity PCR mix (NEB) with custom-barcoded primers for 5–10 cycles. The amplified ATAC-seq libraries were purified using AMPure XP beads (Beckman Coulter) and sequenced as paired-end 50-bp reads on an Illumina HiSeaq2500 instrument. The ATAC-seq and subsequent bioinformatics analysis were performed by Shanghai Jiayin Biotechnology Co., Ltd.

### ATAC-seq data processing

Raw sequence reads were initially processed by FastQC (Babraham Institute, Cambridge) for quality control, and adaptor sequences and poor-quality reads were removed by using Cutadapt. Quality-filtered reads were then mapped to grape 12X genome (version 2.1) using BWA (Langmead and Salzberg 2012). Only uniquely mapped reads were kept, and duplicates were removed using Samtools. Mapped reads in .sam format were converted to .bam format using Samtools (Li et al. 2009) for peak calling. MACS2 (Zhang et al. 2008) was used to call peaks with an initial threshold *q*-value of 0.05 as cutoff, and the peaks were identified with parameters callpeak -nomodel -shift 0 -extsize 200. The called peaks were referred as transposase hypersensitive sites or THSs. For the visualization of read count data, the .bam files were first converted to bigwig files, and genome browser images were made using the Integrative Genomics Viewer (IGV) tools (Thorvaldsdottir et al. 2013).

### Genomic distribution of THSs

The called peaks or THSs that were found in at least two biological replicates were mapped to genome features to determine their distributions. The distribution of THSs relative to genomic features was assessed with ‘upstream’ regions set as 3000-bp upstream of the annotated TSS and ‘downstream’ regions set as 1000-bp downstream of the TES by using the PAVIS web tool (Huang et al. 2013). Besides, for each ATAC-seq dataset, all the THSs were assigned to the closest transcription start sites regardless of the positions (upstream or downstream) from the THSs to identify THS-proximal genes by using the ‘TSS’ function of the PeakAnnotator 1.4 program (Salmon-Divon et al. 2010).

### Differential THSs for motif analysis

To identify specific open accessible regions after cold treatment, the differential accessible peaks were screened and analyzed. The peaks that were found in three biological replicates of each sample were calculated and merged as a file using the bedtools software. The counts of the reads were determined for each sample using bedtools multicov. Differential accessible peaks were determined using DESeq2, and those regions identified with a value of log2FC ≥1 (positively enriched) or ≤−1 (negatively enriched) and a *P* value <0.05 were considered as specific accessible peaks. These peaks were then used for motif analysis with the HOMER’s FindMotifGenome.pl tool. The peak files and grape genome fasta files were adopted as input files. The extracted DNA sequences were compared with known motif database (JASPAR, http://jaspar.genereg.net/) to obtain overrepresented motifs.

### Identification of motifs within gene promoters

To identify motifs within promoters of genes of interest, the 2-kb upstream sequences of genes were downloaded as the promoters from the grape genome (http://genomes.cribi.unipd.it/grape/index.php), and the motif profiles used for motif occurrence identification were downloaded from JASPAR and HOMER databases using gene names or IDs as the inputs. The motif occurrences were identified using the function of motif scanning of FIMO (http://meme-suite.org/tools/fimo; Grant et al. 2011). Those motif occurrences with a *P* value <0.0001 were considered significant.

### WGCNA and GO analysis

The WGCNA was conducted with RNA-seq data using R package to develop gene co-expression networks. The log2(FPKM of each treatment +1) was used as input, and soft-thresholding was set to 6. The GO analysis was conducted using the agriGO v2.0 with default parameters (Tian et al. 2017). The GO terms with a corrected *P* value of (false discovery rate, FDR) <0.05 were considered significant. The co-expression networks and enriched GO terms were visualized using the cytoscape software.

### RNA-seq and quantitative real-time PCR (qPCR)

Total RNA was extracted using Spectrum Plant Total RNA Kit (Sigma-Aldrich) according to the manufacturer’s protocol. The prepared RNA samples were used for RNA-seq analysis. The transcriptome library was prepared using NEBNext Ultra RNA Library Prep Kit for Illumina following the manufacturer’s instruction. Briefly, messenger RNA was purified from total RNA using oligo (dT) beads, and then fragmented with fragmentation buffer. Double-stranded cDNA was synthesized with the SuperScript double-stranded cDNA synthesis kit (Invitrogen) using random hexamer primers. After the adenylation of 3ʹends of DNA fragments, NEBNext Adaptor with hairpin loop structure were added to prepare for hybridization. The libraries were purified with AMPure XP system (Beckman Coulter) to select cDNA fragments of 150–200 bp, followed by PCR amplified using Phusion High-Fidelity DNA polymerase (NEB). Finally, the quality of libraries was assessed on the Agilent Bioanalyzer 2100 system and sequenced with the Illumina Hiseq 4000 (125/150-bp paired-end reads). The raw reads were first processed with FastQC for quality control, and sequences with adaptor and poor-quality reads were removed. High-quality reads were then mapped to grape 12X genome (version 2.1) using STAR. HTSeq was used to calculate the numbers of unique reads. Differentially expressed genes were analyzed using the DESeq R package (*P *< 0.05). RNA-seq and data analysis were conducted by Shanghai Jiayin Biotechnology Co., Ltd.

For qPCR, the cDNA was synthesized from 1 μg of total RNA with the HiScript II Q RT SuperMix Kit (Vazyme). qPCR was performed using the CFX Manager system (BioRad) and SYBR Green Master Mix (Vazyme). The *Actin* (GenBank accession no.100232866) and *GAPDH* (GenBank accession no.100233024) genes were used as internal controls. Primers used for qPCR are available in **Supplementary Table S1**. The obtained data were calculated using 2^-ΔΔCT^ method (Livak and Schmittgen 2001), and the test of significance was performed using unpaired Student’s *t*-test.

### Cloning of gene CDSs and promoters and construction of vectors

The full-length CDSs of *RAV1, ERF1A* and *CRF2* were amplified from the cDNA libraries of *V. amurensis* by PCR with their specific primers using the KOD-Plus-Neo Kit (TOYOBO). Similarly, the promoters of *VIT_217s0000g02850, VIT_218s0117g00340, VIT_207s0151g00800, VIT_218s0001g08770* and *VIT_201s0026g00980* were amplified using genomic DNA as the template. The amplified products were cloned into the pLB cloning vector (TIANGEN) for sequencing.

To develop the vector for overexpression and subcellular localization, the sequences of *VaRAV1, VaERF1A* and *VaCRF2* without stop codons were amplified from the pLB vectors using the primers sets RAV1-2300, ERF1A-2300 and CRF2-2300, respectively, and inserted into the *Bam*HI-digested pCAMBIA2300-EGFP vector via homologous recombination (HR) using the ClonExpress II One Step Cloning Kit (Vazyme). The fusion genes are driven by CaMV 35S promoter. To generate Luc reporter constructs, the promoters were amplified from the pLB vectors using their own specific primers sets and ligated into the *Kpn*I-digested pCAMBIA1302-Luc vector by HR. To produce the vectors for Y1H assay, *VaRAV1* was cloned into the pGADT7 vector (Clontech) through HR. A 30–34-bp DNA sequence of gene promoter containing the RAV1 motif(s) and its complementary sequence were synthesized as primers for each gene. The forward and reverse primers were mixed at a ratio of 1:1, and double-stranded DNA fragment was formed through denaturation and annealing steps. The DNA fragment was ligated into the pHIS2 (Clontech) vector via *Eco*RI and *Sac*I sites. All the primers are provided in **Supplementary Table S1**.

### Identification of candidate target genes for VaRAV1

To identify candidate target genes for VaRAV1, all the DEGs co-expressed with VaRAV1 were used for motif analysis as described above. The DEGs containing RAV1 motif(s) in their promoters were selected for subsequent Y1H and transient Luc assays.

### Transient Luc assay

For transient Luc expression assay, the Luc reporter vectors were introduced into the *Agrobacterium* strain GV3101, and the overnight cultured *Agrobacterium* cells were collected and resuspended in the injection buffer (10 mM MgCl_2_, 10 mM MES and 1 mM Acetosyringone) to a final OD600 of 0.6. The bacterial cells were mixed at a ratio of 5:1 (*VaRAV1*: Luc). The mixtures were incubated at room temperature for 2 h before injection. The 7-week-old *Nicotiana benthamiana* leaves were used for injection. The Luc fluorescence was measured by luminescence intensity using CCD camera (Tanon 5200).

### Y1H assay

Plasmids of bait vector and prey vector were introduced into the yeast strain Y187 (Clontech) and cultured on SD/-Leu/-Trp medium. Transformants were picked and cultured in liquid SD/-Leu/-Trp medium for 12–16 h and then collected by centrifugation. The yeast cells were resuspended in sterilized water and diluted to an OD600 of 0.1. Around 4 μL of suspension was spotted on SD/-Leu/-Trp/-His medium with optimal concentration of 3-amino-1,2,4-triazole (3-AT). The plates were incubated at 30°C for 2–3 d. The yeast cells containing the recombinant pHIS2 vector were spotted on SD/-Trp/-His medium to identify the optimal 3-AT concentration for each vector.

### Subcellular localization

The *N. benthamiana* leaves were infiltrated with *Agrobacterium* cells containing 35S::*VaRAV1-EGFP*, 35S::*VaERF1A-EGFP* and 35S::*VaCRF2-EGFP* constructs, respectively, and the bacterial cells harboring the histone H2B-mCherry expression vector were co-infiltrated at a ratio of 1:1. The fluorescence was detected using Leica TCS SP8 confocal laser scanning microscopy. The experiment was repeated three times.

### Transformation of 41B cells and detection of EGFP

For the transformation of 41B cells, the developed overexpression constructs were introduced into the *Agrobacterium* strain EHA105. The 41B (*V. vinifera* × *V. berlandieri*) grape cells were used as explants for *Agrobacterium*-mediated transformation. The empty vector 35S::*EGFP* was used as a control. The transformation was performed as previously described (Ren et al. 2019). After transformation, the 41B cells were cultured on kanamycin-containing medium until the generation of resistant cells. Transgenic cells were identified by PCR with *EGFP*-specific primers (**Supplementary Table S1**) and also by qPCR and EGFP fluorescence detection. EGFP signal of 41B cells was detected using CCD camera (Tanon 5200).

### Physiological analyses

The *V. amurensis* leaves after cold treatment were directly used for electrolyte leakage assay. For the transgenic 41B cells, the cells were cultured on solid medium at 26°C for 15 d and then transferred to 4°C for another 3 d. Freezing treatment began at 4°C, the temperature dropped by 1°C per minute until reaching the temperature of −4°C, and the plates were kept at −4°C for 0.5 h. After treatment, the plates were incubated at 4°C for 12 h and then cultured at 26°C for 1 d. The treatment was performed under dark conditions. The grape cells after freezing treatment were used for Trypan blue (ScienCell) staining, electrolyte leakage assay and measurement of POD (peroxidase) activity and MDA (malondialdehyde) content.

Electrolyte leakage assay was performed as described previously (Li et al. 2017) with modifications. Shortly, six leaf disks with a diameter of 10 mm or 0.1 g of 41B cells were placed in 10 mL tubes containing 4 mL deionized water (S0), shaken at 180 rpm for 20 min and measured S1. Then the samples were boiled for another 20 min, shaken at room temperature for 1 h and detected S2. The value (S1-S0)/(S2-S0) was calculated as electrolyte leakage. The POD activity and MDA content were measured using POD and MDA isolation kits (Solarbio) according to the manufacturer’s protocols. All the experiments were performed with as least three biological and three technical replicates.

### Measurement of L TEs

The LTEs were commonly used to evaluate the cold tolerance of grape calli (Sun et al. 2018, 2019). The cold tolerance of the transgenic 41B cells was evaluated by measuring the LTEs as described by Sun et al. (2018). Five biological replicates were used for the measurement.

## Supplementary Material

pcab115_Supp Click here for additional data file.

## Data Availability

The data underlying this article are available in NCBI Gene Expression Omnibus (GEO) database at https://www.ncbi.nlm.nih.gov/geo/ and can be accessed with GSE166247 (ATAC-seq) and GSE166247 (RNA-seq), respectively.

# Supplementary material for: Characterization of Chromatin Accessibility and Gene Expression upon Cold Stress Reveals that the RAV1 Transcription Factor Functions in Cold Response in Vitis Amurensis
**Source:** Plant Cell Physiol. 2021 Jul 19;62(10):1615–29. doi: 10.1093/pcp/pcab115
**Supplement:** pcab115_Supp

## Supplementary Figures and Tables

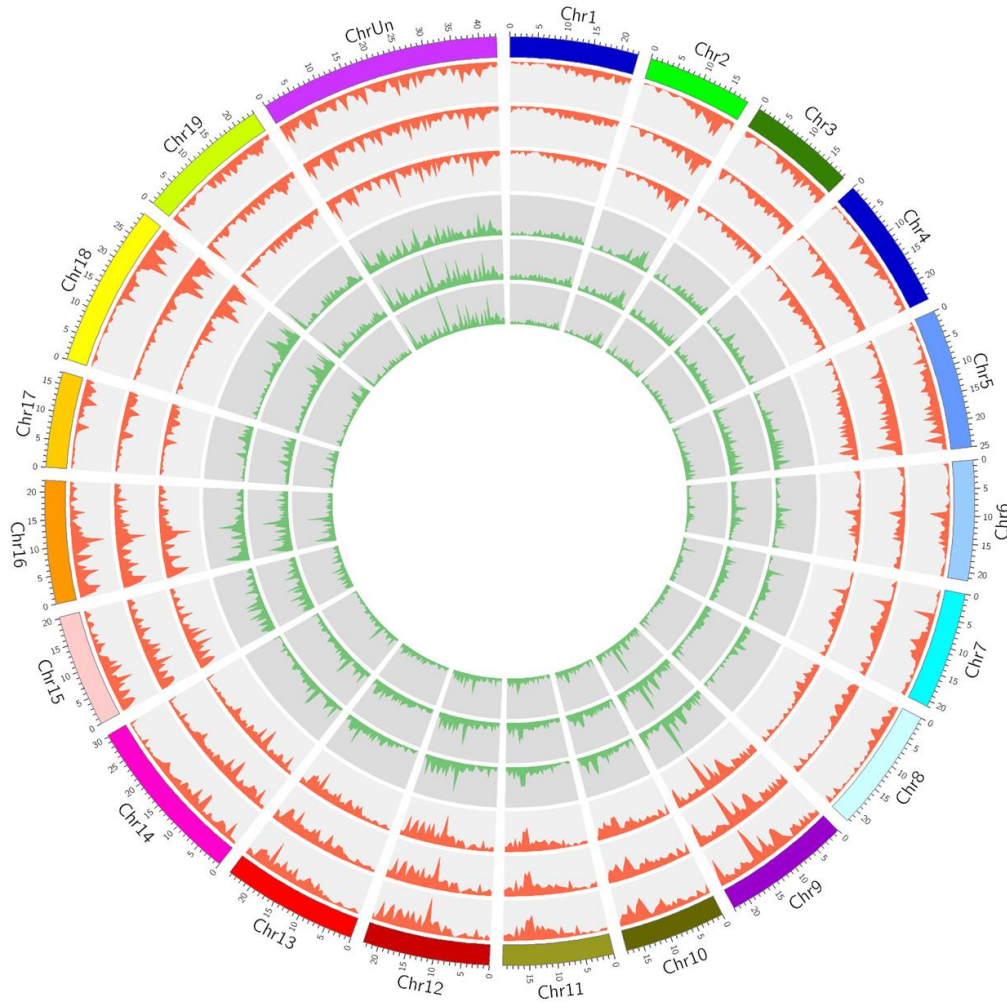

Fig. S1. Distribution of ATAC-seq reads relative to grape chromosomes. ATAC-seq reads were mapped to the grape genome, and distribution of the reads from three biological replicates at 0 h and 2 h are indicated in orange and green, respectively. The outmost regions in different colors represent grape chromosomes.

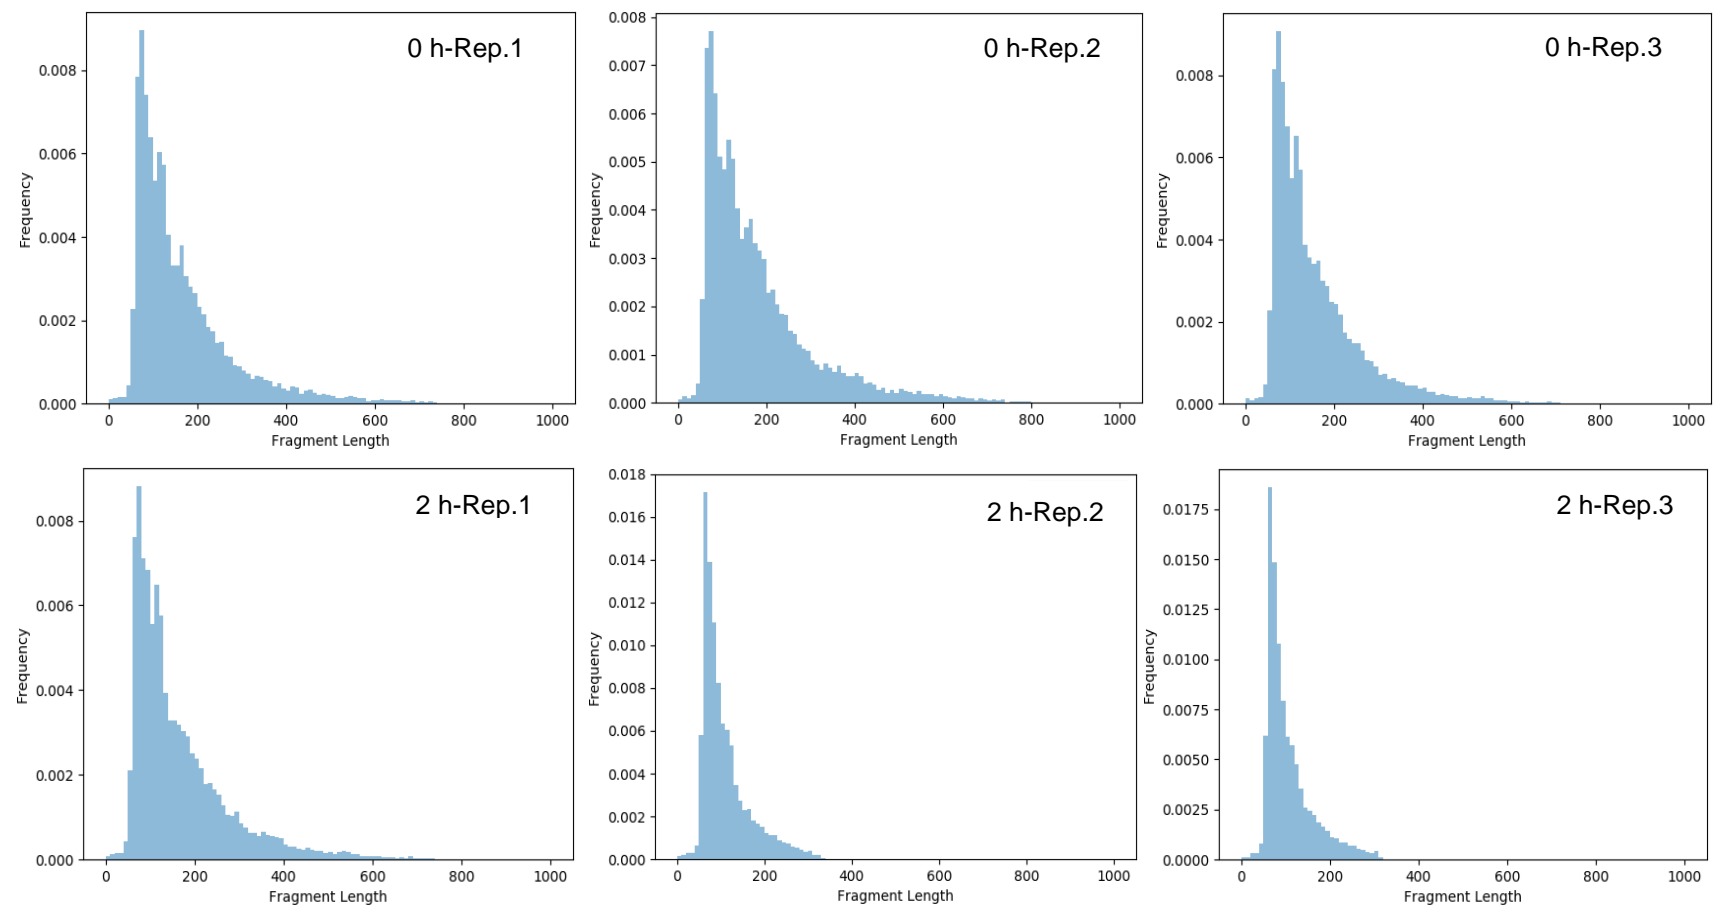

Fig. S2. Fragment length distributions of reads from six ATAC-seq libraries.

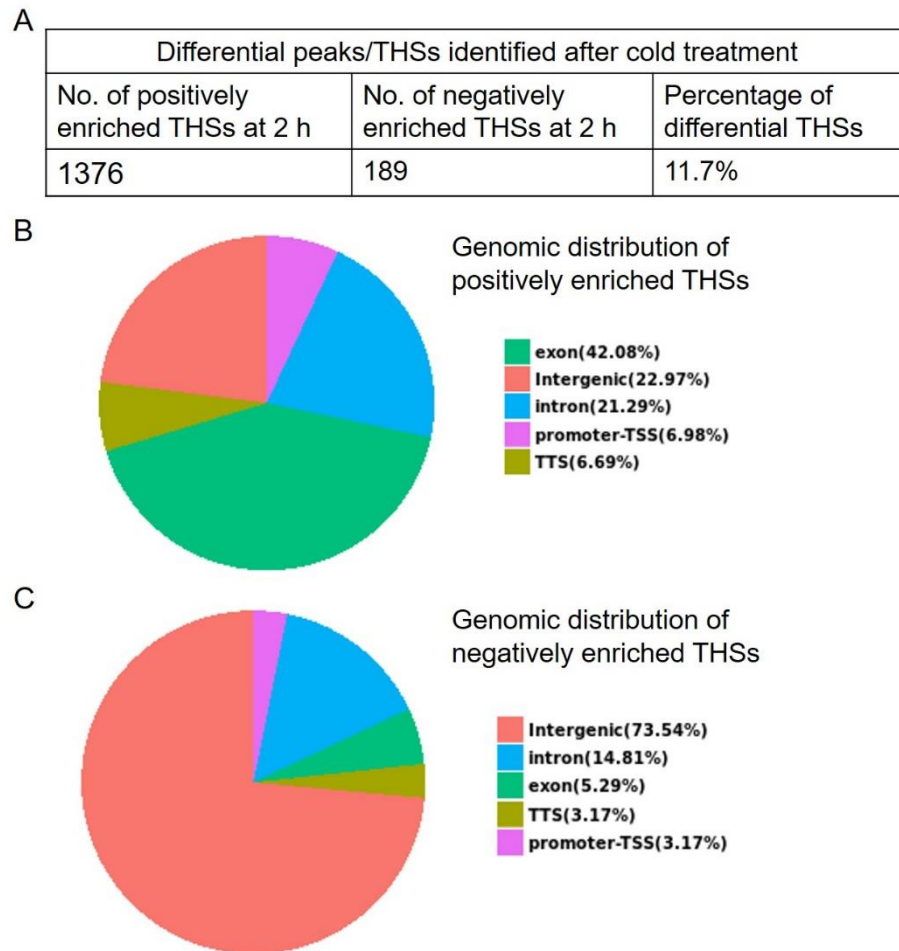

Fig. S3. Number and genomic distribution of differentially enriched THSs after cold treatment. (A) Number of differential THSs identified after cold treatment. (B) Genomic distribution of positively enriched THSs after cold treatment. (C) Genomic distribution of negatively enriched THSs after cold treatment.

Fig. S5. Overrepresented motifs at 2 h identified by negatively enriched THSs.

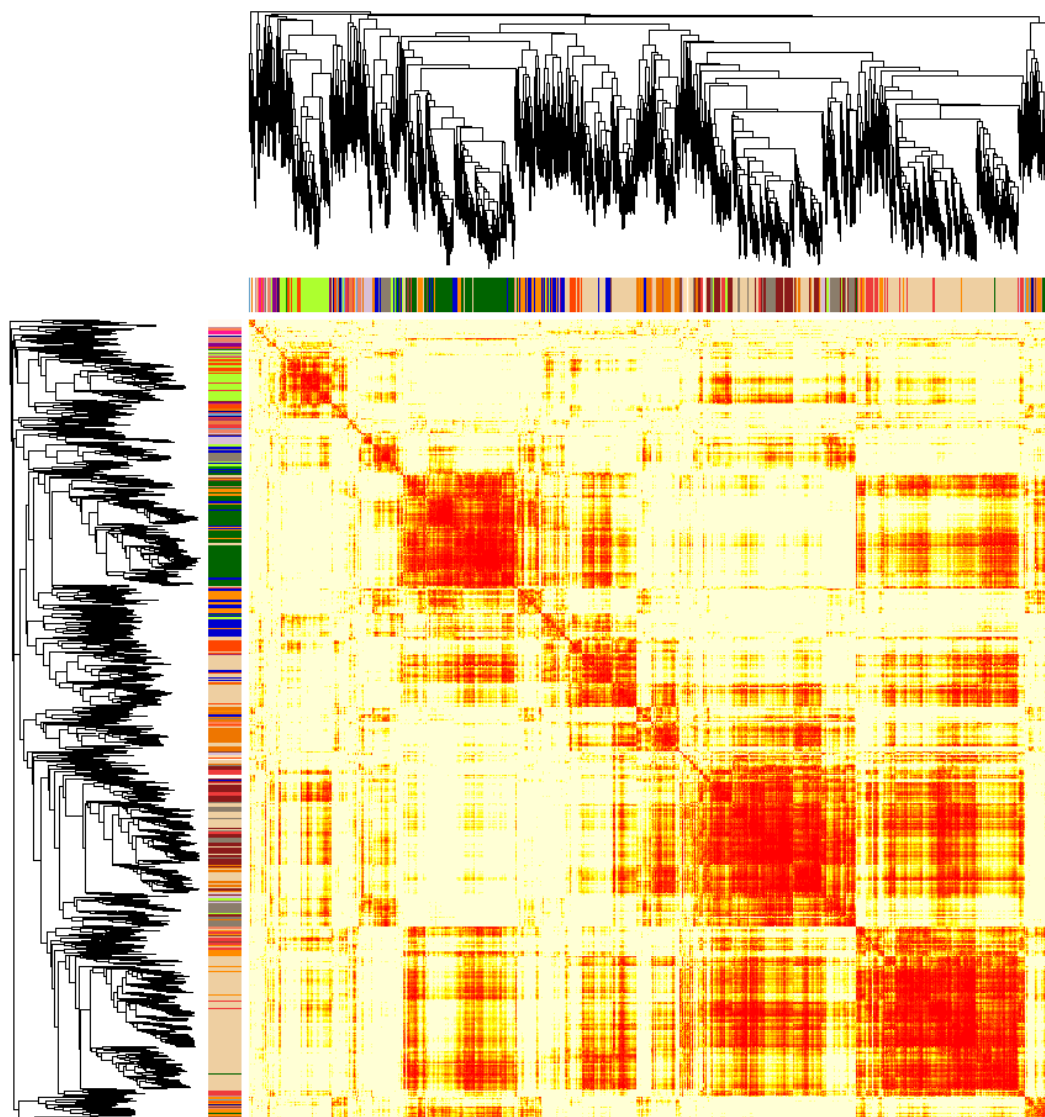

Fig. S6. The results of weighted gene co-expression network analysis (WGCNA) using RNA-seq data. The genes with similar expression patterns may have a high correlation relationship and can be clustered into the same modules.

Fig. S7. Sequence of *VaRAV1*. (A) Alignment of the cloned *VaRAV1* with the reference (Ref) sequence. (B) Alignment of corresponding amino acids encoded by the sequences shown in (A). The identical sequences are highlighted in dark blue, while the changes are indicated in white.

Fig. S8. Sequence of *VaERF1A*. (A) Alignment of the cloned *VaERF1A* with the reference (Ref) sequence. (B) Alignment of corresponding amino acids encoded by the sequences shown in (A). The identical sequences are highlighted in dark blue, while the changes are indicated in white.

Fig. S9. Sequence of *VaCRF2*. (A) Alignment of the cloned *VaCRF2* with the reference (Ref) sequence. (B) Alignment of corresponding amino acids encoded by the sequences shown in (A). The identical sequences are highlighted in dark blue, while the changes are indicated in white.

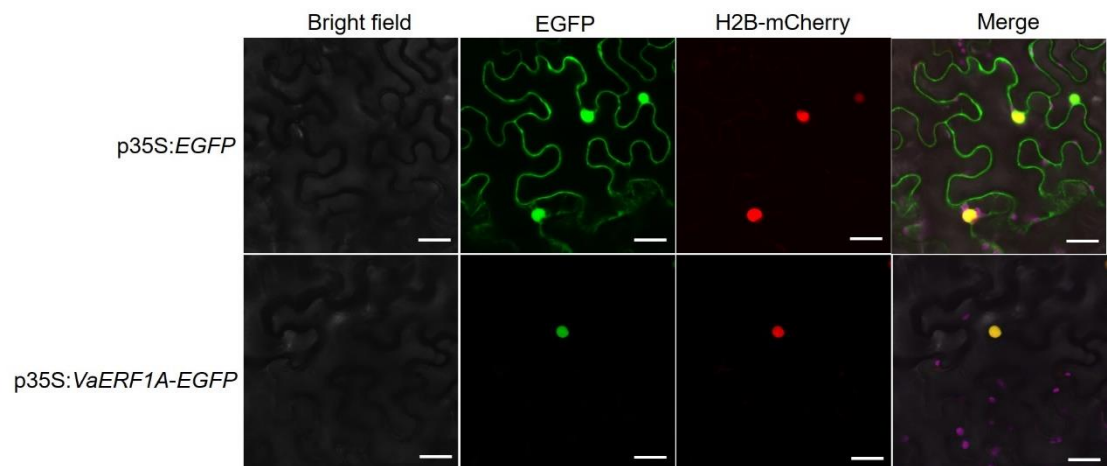

Fig. S10. Subcellular localization of the VaERF1A. The coding sequence of the VaERF1A fused to the N-terminal of EGFP gene was under the control of 35S promoter (p35S). The EGFP fluorescence generated by the p35S::VaRAV1-EGFP construct in epidermal cells of *Nicotiana benthamiana* leaves was detected using confocal laser scanning microscopy. The histone H2B-mCherry was used as an indicator of nucleus. Scale bars correspond to 30  $\mu$ m.

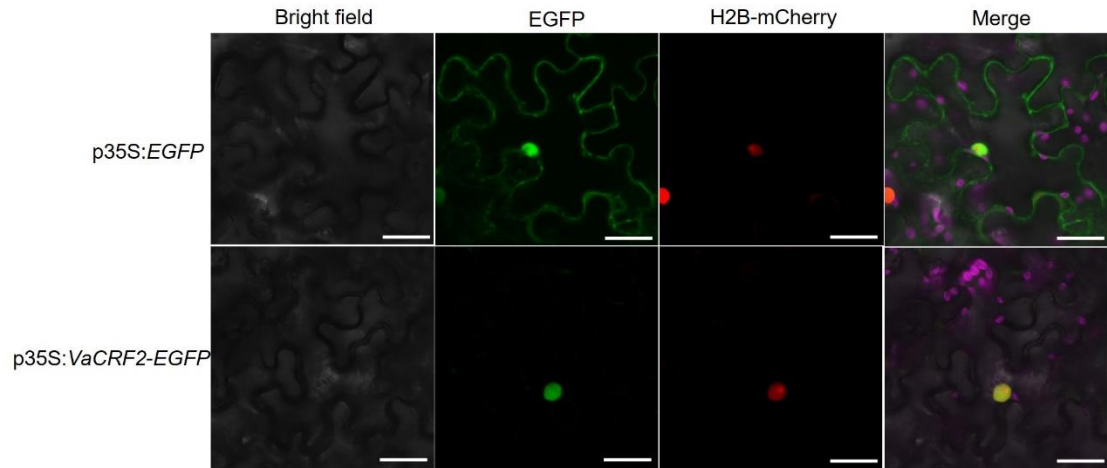

Fig. S11. Subcellular localization of the VaCRF2. The coding sequence of the VaCRF2 fused to the N-terminal of EGFP gene was under the control of 35S promoter (p35S). The EGFP fluorescence generated by the p35S::VaRAV1-EGFP construct in epidermal cells of *Nicotiana benthamiana* leaves was detected using confocal laser scanning microscopy. The histone H2B-mCherry was used as an indicator of nucleus. Scale bars correspond to 30  $\mu$ m.

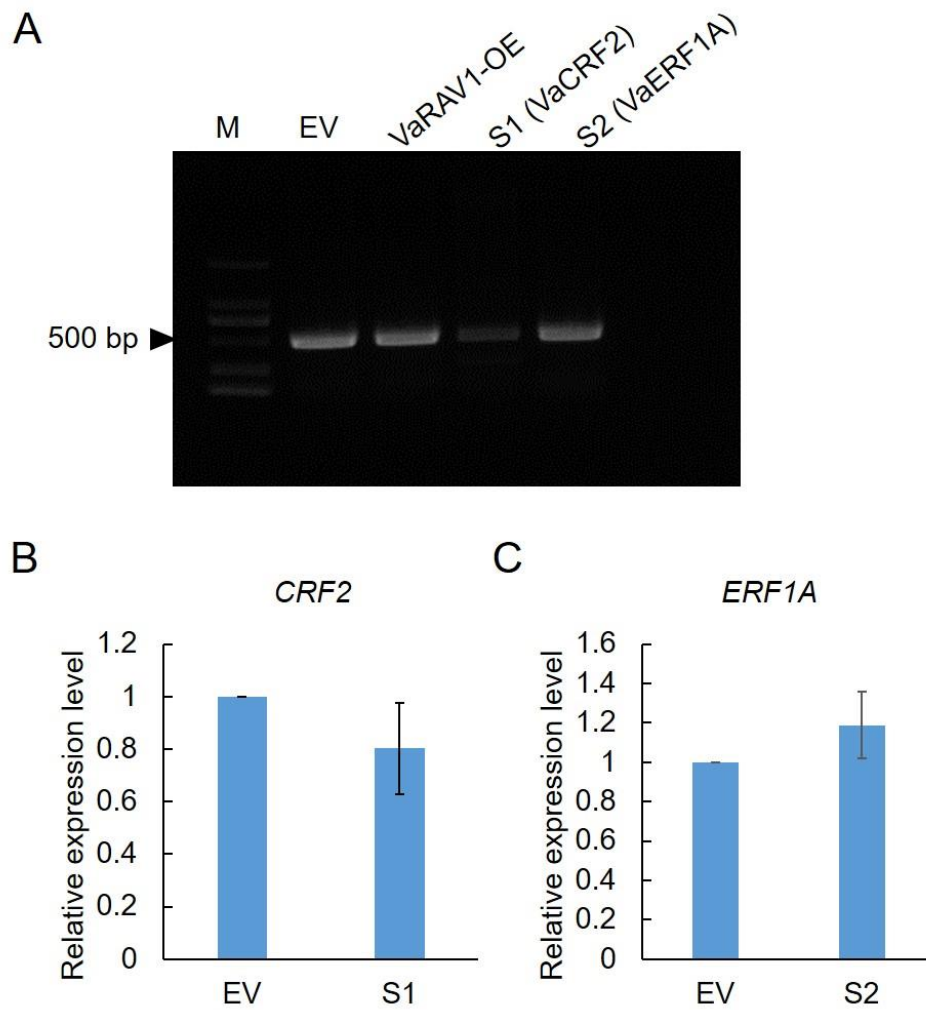

Fig. S12. Identification of VaERF1A- and VaCRF2-overexpressing cells. (A) PCR identification of exogenous T-DNAs using *EGFP*-specific primers in 41B cells. The grape cells transformed with empty vector (EV) and p35S::*VaRAV1-EGFP* construct (VaRAV1-OE) were used as the controls. The sample 1 (S1) and 2 (S2) are the cells that were transformed with p35S::*VaCRF2-EGFP* and p35S::*VaERF1A-EGFP* constructs, respectively. (B) Expression level of *CRF2* in S1 cells. (C) Expression level of *ERF1A* in S2 cells. The expression of *CRF2* or *ERF1A* in the EV cells was set as 1, and the transcript abundance of *CRF2* or *ERF1A* in the OE cells relative to the EV was determined by qPCR.

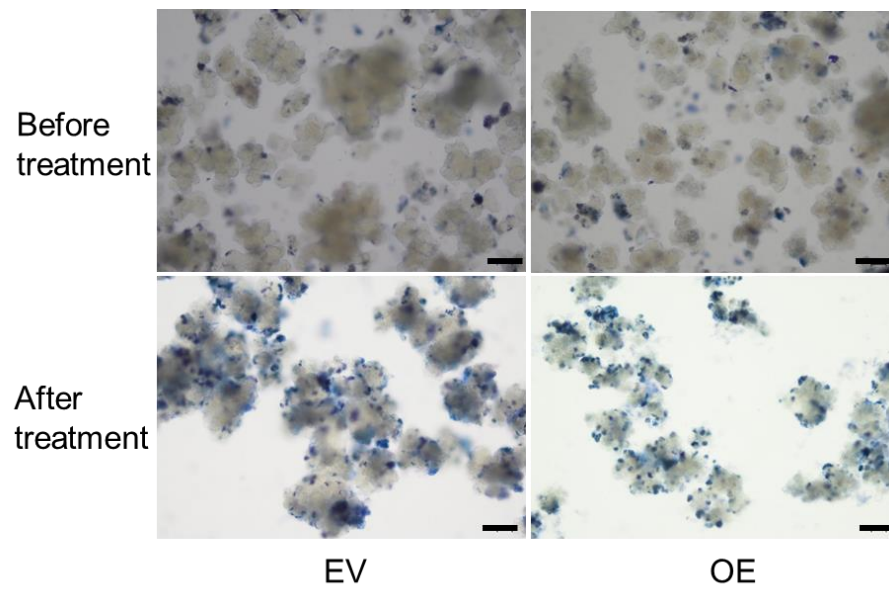

Fig. S13. Staining results of 41B cells. The *VaRAVI*-overexpressing (OE) cells and the cells transformed with empty vector (EV) were treated at freezing temperature ( $-4^{\circ}\text{C}$ , 0.5 h), the cells before and after treatment were incubated with Trypan blue to stain the dead cells. Scare bars: 100  $\mu\text{m}$ .

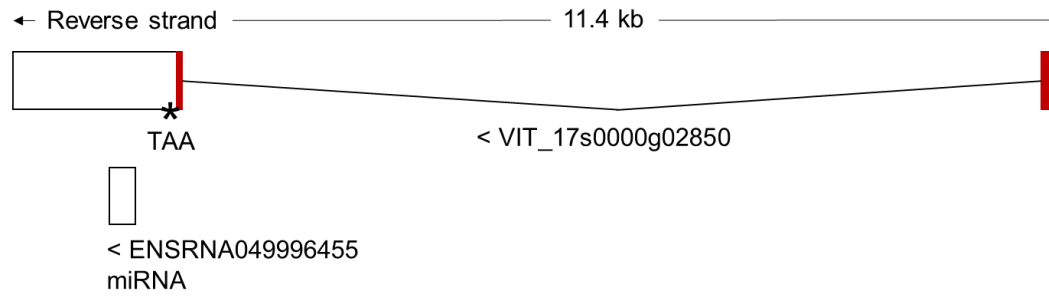

Fig. S14. Schematic diagram of the *VIT\_17s0000g02850* gene. The exons are indicated in red boxes and the intron is indicated in black line. The miRNA gene (ENSRNA049996455) is located in the second exon of the *VIT\_17s0000g02850* gene. The emergence of a premature stop codon (TAA, indicated in asterisk) results in the early termination of translation.

The promoter sequence of *VIT\_218s0001g08770*:

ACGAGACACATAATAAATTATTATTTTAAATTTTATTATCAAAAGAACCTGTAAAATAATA  
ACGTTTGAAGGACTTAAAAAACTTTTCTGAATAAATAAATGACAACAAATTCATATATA  
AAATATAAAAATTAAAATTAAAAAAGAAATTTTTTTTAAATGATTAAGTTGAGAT  
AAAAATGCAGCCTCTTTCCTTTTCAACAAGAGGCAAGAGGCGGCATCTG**TCCACCTGG**  
**CAC**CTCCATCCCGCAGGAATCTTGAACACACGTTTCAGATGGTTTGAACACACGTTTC  
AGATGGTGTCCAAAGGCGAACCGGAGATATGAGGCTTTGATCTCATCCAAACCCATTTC  
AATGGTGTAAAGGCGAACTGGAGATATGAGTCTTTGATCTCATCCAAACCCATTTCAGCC  
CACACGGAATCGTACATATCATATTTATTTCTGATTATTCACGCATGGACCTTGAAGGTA  
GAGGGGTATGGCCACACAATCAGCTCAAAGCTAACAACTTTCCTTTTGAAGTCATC  
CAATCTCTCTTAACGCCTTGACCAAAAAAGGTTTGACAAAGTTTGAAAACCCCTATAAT  
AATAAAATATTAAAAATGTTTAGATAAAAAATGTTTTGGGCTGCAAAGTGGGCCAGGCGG  
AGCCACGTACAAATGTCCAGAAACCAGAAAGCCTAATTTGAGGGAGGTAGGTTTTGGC  
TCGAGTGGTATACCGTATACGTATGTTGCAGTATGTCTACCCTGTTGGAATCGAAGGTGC  
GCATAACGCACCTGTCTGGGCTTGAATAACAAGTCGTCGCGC

The promoter sequence of *VIT\_201s0026g00980*:

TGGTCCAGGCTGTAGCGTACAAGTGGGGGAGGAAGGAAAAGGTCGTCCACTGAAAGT  
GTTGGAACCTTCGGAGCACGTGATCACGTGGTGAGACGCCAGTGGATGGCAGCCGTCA  
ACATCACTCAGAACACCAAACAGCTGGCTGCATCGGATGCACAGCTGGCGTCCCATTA  
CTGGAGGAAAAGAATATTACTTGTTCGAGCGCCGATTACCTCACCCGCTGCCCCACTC  
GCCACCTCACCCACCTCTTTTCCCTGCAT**GACACCTGGCAC**CCCCACTCTTTCCTACA  
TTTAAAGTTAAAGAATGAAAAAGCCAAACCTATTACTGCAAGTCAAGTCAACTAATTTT  
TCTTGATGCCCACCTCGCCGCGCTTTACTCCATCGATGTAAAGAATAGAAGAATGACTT  
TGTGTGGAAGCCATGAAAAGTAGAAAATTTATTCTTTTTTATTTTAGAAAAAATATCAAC  
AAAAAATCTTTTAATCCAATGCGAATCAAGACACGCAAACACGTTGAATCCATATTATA  
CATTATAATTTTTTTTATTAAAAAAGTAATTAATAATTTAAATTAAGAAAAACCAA  
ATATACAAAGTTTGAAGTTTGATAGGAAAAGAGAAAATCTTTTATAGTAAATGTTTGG  
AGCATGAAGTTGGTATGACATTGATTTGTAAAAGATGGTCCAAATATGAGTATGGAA  
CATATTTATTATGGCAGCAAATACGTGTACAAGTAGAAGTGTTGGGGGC

The promoter sequence of *VIT\_218s0117g00340*:

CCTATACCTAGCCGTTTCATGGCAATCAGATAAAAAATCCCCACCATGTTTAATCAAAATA  
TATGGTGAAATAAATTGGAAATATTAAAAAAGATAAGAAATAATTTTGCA  
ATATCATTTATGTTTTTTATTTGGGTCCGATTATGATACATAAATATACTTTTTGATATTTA  
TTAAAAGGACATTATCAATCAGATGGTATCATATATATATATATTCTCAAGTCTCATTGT  
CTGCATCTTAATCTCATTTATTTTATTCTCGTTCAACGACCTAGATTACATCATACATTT  
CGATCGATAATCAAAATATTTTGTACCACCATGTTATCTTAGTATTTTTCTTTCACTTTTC  
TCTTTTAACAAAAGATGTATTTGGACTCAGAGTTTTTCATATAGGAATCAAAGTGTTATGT  
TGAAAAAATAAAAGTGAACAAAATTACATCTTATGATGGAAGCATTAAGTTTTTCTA  
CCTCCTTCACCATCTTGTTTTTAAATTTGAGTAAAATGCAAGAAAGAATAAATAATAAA  
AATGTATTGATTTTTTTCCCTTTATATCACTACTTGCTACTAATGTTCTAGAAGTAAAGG  
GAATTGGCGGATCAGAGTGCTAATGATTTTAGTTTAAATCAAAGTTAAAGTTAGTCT

AAATCCAAGATG**TTCACCTGAGAC**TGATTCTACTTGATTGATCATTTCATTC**ATCACCTGA**  
**GACT**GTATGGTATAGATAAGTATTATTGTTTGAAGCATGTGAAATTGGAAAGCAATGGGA  
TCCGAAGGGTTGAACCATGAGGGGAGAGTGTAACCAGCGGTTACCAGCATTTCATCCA  
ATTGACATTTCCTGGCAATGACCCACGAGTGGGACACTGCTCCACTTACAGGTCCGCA  
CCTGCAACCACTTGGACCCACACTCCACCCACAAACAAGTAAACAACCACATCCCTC  
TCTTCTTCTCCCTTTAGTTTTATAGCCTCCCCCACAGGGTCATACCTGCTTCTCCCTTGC  
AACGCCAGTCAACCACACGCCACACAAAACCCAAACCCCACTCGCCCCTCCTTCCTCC  
TTCCCTCCCTGTACA

The promoter sequence of *VIT\_207s0151g00800*:

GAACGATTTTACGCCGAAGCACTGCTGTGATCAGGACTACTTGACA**ATCACCTGAGTT**  
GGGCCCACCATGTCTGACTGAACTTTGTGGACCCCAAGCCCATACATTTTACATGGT  
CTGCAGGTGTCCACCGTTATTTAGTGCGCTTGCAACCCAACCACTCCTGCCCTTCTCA  
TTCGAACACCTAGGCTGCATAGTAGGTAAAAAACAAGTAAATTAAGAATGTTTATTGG  
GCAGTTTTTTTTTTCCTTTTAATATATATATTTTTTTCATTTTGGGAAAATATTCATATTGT  
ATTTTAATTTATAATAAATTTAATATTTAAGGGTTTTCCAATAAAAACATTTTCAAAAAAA  
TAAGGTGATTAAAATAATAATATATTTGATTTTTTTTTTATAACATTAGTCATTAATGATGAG  
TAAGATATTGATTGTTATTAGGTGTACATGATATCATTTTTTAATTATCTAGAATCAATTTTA  
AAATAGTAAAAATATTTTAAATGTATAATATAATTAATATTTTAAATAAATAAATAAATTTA  
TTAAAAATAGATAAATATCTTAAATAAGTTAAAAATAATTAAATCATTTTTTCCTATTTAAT  
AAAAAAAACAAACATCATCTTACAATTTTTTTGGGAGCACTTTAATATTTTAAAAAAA  
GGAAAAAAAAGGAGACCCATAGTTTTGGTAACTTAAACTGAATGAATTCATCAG  
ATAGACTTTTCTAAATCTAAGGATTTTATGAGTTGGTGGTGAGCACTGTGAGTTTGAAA  
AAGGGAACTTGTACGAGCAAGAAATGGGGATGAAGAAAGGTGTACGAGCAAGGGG  
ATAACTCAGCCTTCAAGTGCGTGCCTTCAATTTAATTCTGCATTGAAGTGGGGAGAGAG  
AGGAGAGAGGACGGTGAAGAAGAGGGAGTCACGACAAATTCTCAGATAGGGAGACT  
GTG

Fig. S15. Promoter sequences for transient luciferase (Luc) assay. The predicted RAV1 motifs were highlighted in yellow. The nucleotides changes of the motifs in the promoter sequence of *VIT\_201s0026g00980* is indicated in red.

Table S1. List of primers used in this study.

Table S2. Overview of the ATAC-seq data.

Table S3. Predicted target genes for RAV1.

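Each row of this table is a gene that was co-expressed with *RAV1*, changed after cold in the RNA-seq and had at least 1 match to the RAV1 binding motif in its promoter. The log2FC column compares leaves of plantlets after 2 h of cold with the control, so a negative value is a gene that fell after cold. The motif column gives the matched promoter sequence. A match is a prediction from sequence and measures no binding, which was examined in the yeast one-hybrid assay of Fig. 6A.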

How the deposited data were processed for this re-analysis (not part of the article)

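RNA of *in vitro* plantlets of *V. amurensis* was sequenced from 3 control libraries (26°C, 0 h of cold) and 3 libraries after 2 h at 4°C. The methods state that the upper leaves of 5 plants were pooled per replicate. The ATAC-seq, qPCR, yeast and luciferase experiments were not analysed here.

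According to the methods, the authors trimmed the reads, mapped them to the grape 12X genome (version 2.1) with STAR, counted unique reads with HTSeq and tested differential expression with DESeq. The deposited table has the column names of Cuffdiff output, and the program, its version and the annotation release behind its columns are not given in the sources used here. For each gene, the authors gave 1 FPKM value per condition, and how the 3 libraries entered it was not checked here. The log2 fold change in the authors' deposited table is that of cold over control. The test statistic, a score per gene with no fixed range, and the p-value and q-value are also the authors' own in the deposited table. Gene identifiers, loci and descriptions were used as the table gives them, with names of transcription factors from Fig. 3B, and coordinates were not converted. Depth per library is unknown, and no replicate value was used, so no SD, confidence interval or test between the conditions was computed. The low FPKM values rest on gene lengths and read totals that were not used here, so the number of fragments behind them was not recovered.

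The design set before the data were examined was a test on replicate values, or, for a table of condition values, the log2 ratio of both conditions beside the p-values and q-values of the authors. The second case applied. No pseudocount was added in the main setting, and no filter beyond those already in the table. The genes named in the text are the genes with grape VIT identifiers that the paper names in its text, Fig. 1B, Fig. 3B and Table S3 (*HOS1*, *ICE1c* and *MYB108* without values, as not analysed here; the miRNA gene inside VIT_217s0000g02850 was not analysed here either), whose values in the paper had been seen, and the 2 largest rises and 2 largest falls among genes with a mean of both conditions of at least 1 FPKM. Any other gene named was singled out after its values had been seen. Genes of the GO terms came from Supplementary Datasets 2 and 3, of whose 625 and 509 terms 400 and 315 have a complete gene list in the copies used here. Directions in complete lists were compared with the share of rises among all listed genes by exact two-sided binomial tests, for the 12 such terms that the paper's text names; the other complete lists were not tested. Of these, 5 had an unadjusted p below 0.05 and 0 a p below 0.05 after Benjamini-Hochberg adjustment over the 12. For the 6 terms of the RAV1-ERFs network, 3 of which are among the 5, this background does not suit the test, because 86.1% of the readable genes of that network rose, and their p-values are not given. The p-values of the 6 terms of the CBF4-CRF2 network were therefore adjusted over these 6 alone, a choice made after the data were seen, and 0 were below 0.05.

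The number of genes tested by the authors was read from the deposited p-values and q-values. Under the Benjamini-Hochberg procedure, the number of tests times p divided by q is the rank of that p-value, a whole number. Numbers from 3000 to 32000 were tried, with a tolerance set by the 6 significant digits of the q-values. Any multiple of the right number gives whole ranks as well, so the smallest was taken, and shares of the tested genes do not depend on this choice. In 5 simulated tables with 3152 to 5778 listed genes, the number was recovered in all 5.

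Neighbouring listed genes, at most 10 kb apart, were compared in direction with 10000 shuffles of the directions over all listed genes. On simulated directions of the 2386 genes, this test over all neighbours, with fewer shuffles, gave p below 0.05 in 4 of 100 tables without a link between neighbours. It did so in 20 of 20 tables in which 30% of consecutive listed genes, at any distance, were linked. The smaller sets of pairs were not simulated. Words of the gene descriptions found in at least 15 genes (10 in a first plan, changed before any result was seen) were tested for direction by Fisher's exact test with Benjamini-Hochberg adjustment over 43 words. The list of 13 terms for circadian clock genes was written before the search; matching was then limited to whole words, because 1 term had matched part of another gene's name. Pseudocounts, expression minimums and fold change minimums were varied as alternatives. Analyses were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.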

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

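The test of low control values was chosen before its result was seen, after the genes had been ranked. The 4 genes below were picked by a rule on size and lie outside those that the paper discusses.

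The largest rise among the listed genes was that of VIT_202s0025g00750 (chromosome 2, 780819 to 781561), described in the deposited table as a plant disease resistance response protein. Its FPKM went from 0.367 in the control to 237.7 after 2 h of cold, a log2 ratio of 9.34. Its p-value in the authors' deposited table was 0.0026, above that of 1975 other genes. The second rise was that of VIT_214s0081g00030 (chromosome 14, 7588303 to 7589119), described as pathogenesis-related protein 4, from 0.454 to 150.0 FPKM, a log2 ratio of 8.37. Both start below 1 FPKM, where a low control value inflates the fold change. With 1 FPKM added to both values the log2 ratios were 7.45 and 6.70, and the genes held ranks 1 and 4 among the rises, so a low control value alone does not account for their place. A rise in a single one of the 3 cold libraries, a difference in infection or wounding between the plantlets, and an effect of cold cannot be separated without replicate values, and none of them was tested.

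The largest falls were those of VIT_217s0000g01825 (chromosome 17, 1364207 to 1365872), an uncharacterized protein that went from 119.5 to 0.919 FPKM, a log2 ratio of -7.02, and of VIT_209s0002g06590 (chromosome 9, 6522418 to 6523811), described as UDP-glycosyltransferase 75D1-like, which went from 30.0 to 0.462 FPKM, a log2 ratio of -6.02. After adding 1 FPKM to both values they were at -5.97 and -4.41 and held ranks 1 and 7 among the falls. Apart from this pseudocount, no technical explanation was tested for the falls, and reads shared with other members of the glycosyltransferase family stay open for the second gene.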

How the results depend on the processing

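A stricter minimum of 2 on the log2 scale left 798 of the 2386 genes, 2 of the 8 predicted RAV1 targets and 38 of the 81 genes in the 12 complete GO terms that the paper's text names. It raised the share of rises among all listed genes from 50.8% to 68.0%. A minimum of 5 FPKM in the higher condition left 1585 genes, 47.7% of them rising. The lower counts follow from the construction of both settings. The higher share of rises past 2 goes with the larger ratios of the rising genes (median 1.87, against -1.41 for the falling ones); for the share with 5 FPKM, the cause was not tested. Without any minimum on fold change or FPKM, at least 11104 genes had an adjusted p under the threshold; this count was read from the p-values and q-values up to the largest listed one, and was added after the data were seen. The median absolute log2 ratio of the 8 transcription factors was 3.27, and 3.23, 3.20 and 3.07 with pseudocounts of 0.01, 0.1 and 1.

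A pseudocount added to both values cannot change a direction. All 22 named genes with values stayed past an absolute log2 ratio of 1 with 0.01 and 0.1 FPKM added, and 18 of 22 did so with 1 FPKM added. The exceptions were *ERF115* (0.89), *ESE3* (-0.86), *ICE1a* (-0.87) and VIT_207s0151g00800 (0.86). The number of listed transcription factors stayed between 6 and 8 of 8 under every setting run. A pseudocount of 1 and a minimum of 1 FPKM in the mean of both conditions were also added after the data were seen.

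No paired analysis was possible because the table holds 1 value per condition and no replicate. For the same reason, leaving out each replicate, count models and other splits of the libraries were not run. Centring on the median was not run because only genes past the fold change threshold are listed, and the unadjusted p of the text was not run because all listed genes also have a q-value under the threshold. The depth of the libraries is unknown, so how far it limits the low values was not measured.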

Differences from the paper's values

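For 8 of the genes in Fig. 3B, the values here were set beside those of the figure and of Supplementary Dataset 1. A value is taken to differ when the gap is larger than the rounding of the paper's value, since neither side gives an error. In Fig. 3B, 6 of the 8 log2 fold changes match within rounding to the digits read. *ERF1A* is at about 3.7 in Fig. 3B and at 3.76 here; among the alternatives set before the data were examined, a pseudocount of 0.1 falls within the paper's rounding (3.74) and one of 0.01 does not. *ERF115* is at about 2.7 in Fig. 3B and at 2.78 here; a pseudocount of 0.01 falls within the paper's rounding (2.71) and one of 0.1 does not (2.23).

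In Supplementary Dataset 1, all 8 values differ from those here. The paper's log2 fold change there is 6.44 for *CBF4* (4.42 here), 5.23 for *RAV1* (4.44 here) and 5.701 for *ERF104* (4.72 here). It is 5.54 for *ERF1A* (3.76 here), 2.797 for *ERF115* (2.78 here) and 1.253 for *ERF4* (1.06 here). For the falling genes, the paper's values are -2.66 for *CRF2* (-2.67 here) and -0.976 for *ESE3* (-1.09 here). With a pseudocount of 0.1, *CRF2* falls within the paper's rounding (-2.66) and the other 7 do not; with 0.01, all 8 still differ. Every direction is the same. With the p-values and log2 fold changes of Supplementary Dataset 1 itself, 5 of the 9 genes of Fig. 3B pass both thresholds that the paper states for them. Of its 64 p-values, 27 are not multiples of the smallest p-value in the authors' deposited table, 5e-05. In that dataset, 4 genes carry unequal log2 values in different rows.

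The paper states that all genes of Fig. 3B changed significantly; 8 of the 9 did so in the authors' deposited table, and *MYB108* was not analysed here. The paper places *CBF4* among the genes with a log2 fold change above 4, where it lies here too except with a pseudocount of 1, chosen after the values were seen, which gives 3.66. All 8 log2 fold changes of Supplementary Table S3 match those here to the digits printed.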

Other observations

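Of the tests below, those on the p-values, on the number of tested genes, on neighbours that share a description word and on isolated members of groups of genes were chosen after the result was seen; the others were chosen before.

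The p-values and q-values give whole ranks at all 193 different p-values for 17746 tested genes, against 47.2% of them for the next best number, 8873. With this number, 7781 genes (43.8%) had the smallest p-value and 11104 (62.6%) had a p-value no larger than the largest listed one, 0.0311 in the authors' deposited table. The 2386 listed genes are 21.5% of these, and at least 8718 more genes had a q-value under the threshold without being listed. At 0 p-values did the listed genes outnumber what the rank allows, a check that a wrong number of tested genes could also have passed. All p-values are multiples of 5e-05 with 0 exceptions, as p-values taken from a fixed number of random draws would be, here 20000. A normal distribution of the test statistic is argued against by 101 listed genes whose statistic is too small for an unadjusted p under 0.05 with that distribution.

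A share of at least 62.6% under the threshold after 2 h of cold is large for a comparison of 3 libraries with 3. A candidate explanation is a test that models counting error without variation between plants. The standard error implied by dividing the log2 ratio by the test statistic would then keep falling with expression, with a slope near -0.5 on log scales. In 3 groups of genes by rising mean FPKM, the slope was -0.46 (95% interval -0.53 to -0.39), -0.50 (-0.57 to -0.42) and -0.44 (-0.48 to -0.41), and the median implied error fell from 0.519 to 0.0909. The last slope is past the level of -0.35 set beforehand as near -0.5, but its interval leaves out -0.5 itself. The explanation stays open, since the listed genes are selected, the formula of the statistic is not given in the sources used here, and replicate values were not used. A broad response to cold stays open as well and was not tested.

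Neighbouring listed genes changed in the same direction in 201 of 259 pairs (77.6%), against 44.0% to 56.4% in 95% of the shuffles (permutation p = 0.0001, the smallest that 10000 shuffles can give, one-sided). Of the 160 pairs with different descriptions and separate loci, 112 (70.0%) shared a direction (shuffles 42.5% to 57.5%, permutation p = 0.0001). This argues against overlapping loci as the whole cause. Generic words of the descriptions were ignored, so neighbours with uninformative descriptions count as different here. Reads shared between paralogs therefore stay open for these pairs as well. The other 71 pairs with separate loci share a word of their descriptions or, by the rule used, include a blank description. Of these, 63 (88.7%) shared a direction (shuffles 38.0% to 62.0%, permutation p = 0.0001). Reads shared between paralogs cannot be told apart from shared regulation there. For the 28 pairs with overlapping loci, 26 (92.9%) shared a direction, and shared reads cannot be told apart from shared regulation because the loci overlap. Shared regulation of neighbouring genes is a hypothesis that was not tested further.

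Of 43 words of the gene descriptions, 24 leaned to one direction at an adjusted p below 0.05 (Fisher's exact test, Benjamini-Hochberg), 18 to rises and 6 to falls, and 21 of 69 words did so with at least 10 genes per word, the first plan. The words are not separate families: the 24 cover 543 different genes, 21 of them share over 50% of their genes with another, and 1 pair (g-type and s-receptor-like) has the same 26 genes. Of 120 genes with receptor-like in the description, 106 rose (median log2 ratio 2.09, adjusted p = 2.46e-17 in Fisher's exact test), and of 28 genes with heat, 25 fell (median -1.56, adjusted p = 6.53e-05). After adding 1 FPKM the medians were 1.21 and -1.06. A scaling difference between the libraries is argued against as the whole cause, since it would move both groups the same way. Isolated members are those with no other listed member within 100 kb, since genes that are not listed could not be searched. They leaned the same way at an exact binomial p below 0.05 for 12 of the 24 words, and for 6 after Benjamini-Hochberg adjustment over the 24. For the other 12, some with few isolated members, reads shared between neighbouring paralogs stay open. For 2 groups singled out after the result was seen, reads shared between listed neighbours are argued against as the whole cause. Of 38 isolated receptor-like genes 30 rose (exact binomial p = 0.000501, adjusted 0.0120), and 3 of 16 isolated genes with heat rose (exact binomial p = 0.0115, adjusted 0.0497). Among the 12 words left open is kinase. Of 215 genes with kinase, 160 rose, but only 52 of 90 isolated ones did (exact binomial p = 0.206), so shared reads cannot be told apart from clusters of duplicated genes that respond together. Reads shared with neighbouring paralogs that are not listed, or between distant paralogs, were not tested.

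The control was sampled at 0 h and the cold samples at 2 h, so time of day differs with the treatment. A search of the descriptions for 13 clock terms found 0 listed genes, but clock genes can be listed without such a name, so time of sampling cannot be told apart from cold.

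Of the listed genes, 121 were counted as transcription factors from words in their descriptions, which include family names such as NAC. Of these genes, 114 lie outside Supplementary Dataset 1, 70 rising and 44 falling. Not all of the 8 listed genes of that dataset are among the 121, so the words miss transcription factors and the counts can be too low. Above the log2 ratio of *RAV1* were 6 of the 114, and 1 of them with 1 FPKM added to both values, VIT_216s0013g01110, described as ethylene-responsive transcription factor 5-like (log2 ratio 4.73, and 4.49 with 1 FPKM added). The highest without a pseudocount was a WRKY gene, VIT_219s0090g00840, which went from 0.0442 to 12.4 FPKM, a log2 ratio of 8.13 that was 3.68 with 1 FPKM added, below *RAV1*. Both were singled out after their values were seen. The paper reports qPCR of *ICE1* genes during cold; in the RNA-seq at 2 h, *ICE1a* (VIT_217s0000g00330) fell from 2.66 to 1.00 FPKM, a log2 ratio of -1.41, and *ICE1b* (VIT_214s0068g01200) from 73.8 to 33.1 FPKM, a log2 ratio of -1.16. *HOS1* (VIT_200s0299g00030) and *ICE1c* (VIT_201s0244g00130), the other genes of the *ICE1* pathway in Fig. 1B, were not analysed here.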
